# Interplay between autotrophic and heterotrophic prokaryotic metabolism in the bathypelagic realm revealed by metatranscriptomic analyses

**DOI:** 10.1186/s40168-023-01688-7

**Published:** 2023-11-04

**Authors:** Abhishek Srivastava, Daniele De Corte, Juan A. L. Garcia, Brandon K. Swan, Ramunas Stepanauskas, Gerhard J. Herndl, Eva Sintes

**Keywords:** Metatranscriptome, Gene expression, Bathypelagic, Labrador Sea Water, Thiosulfate, Dissolved organic matter (DOM), Dissolved inorganic carbon (DIC) fixation, Chemoautotrophy, Heterotrophy

## Abstract

**Background:**

Heterotrophic microbes inhabiting the dark ocean largely depend on the settling of organic matter from the sunlit ocean. However, this sinking of organic materials is insufficient to cover their demand for energy and alternative sources such as chemoautotrophy have been proposed. Reduced sulfur compounds, such as thiosulfate, are a potential energy source for both auto- and heterotrophic marine prokaryotes.

**Methods:**

Seawater samples were collected from Labrador Sea Water (LSW, ~ 2000 m depth) in the North Atlantic and incubated in the dark at in situ temperature unamended, amended with 1 µM thiosulfate, or with 1 µM thiosulfate plus 10 µM glucose and 10 µM acetate (thiosulfate plus dissolved organic matter, DOM). Inorganic carbon fixation was measured in the different treatments and samples for metatranscriptomic analyses were collected after 1 h and 72 h of incubation.

**Results:**

Amendment of LSW with thiosulfate and thiosulfate plus DOM enhanced prokaryotic inorganic carbon fixation. The energy generated via chemoautotrophy and heterotrophy in the amended prokaryotic communities was used for the biosynthesis of glycogen and phospholipids as storage molecules. The addition of thiosulfate stimulated unclassified bacteria, sulfur-oxidizing Deltaproteobacteria (SAR324 cluster bacteria), Epsilonproteobacteria (*Sulfurimonas* sp.), and Gammaproteobacteria (SUP05 cluster bacteria), whereas, the amendment with thiosulfate plus DOM stimulated typically copiotrophic Gammaproteobacteria (closely related to *Vibrio* sp. and *Pseudoalteromonas* sp.).

**Conclusions:**

The gene expression pattern of thiosulfate utilizing microbes specifically of genes involved in energy production via sulfur oxidation and coupled to CO_2_ fixation pathways coincided with the change in the transcriptional profile of the heterotrophic prokaryotic community (genes involved in promoting energy storage), suggesting a fine-tuned metabolic interplay between chemoautotrophic and heterotrophic microbes in the dark ocean.

Video Abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-023-01688-7.

## Background

The dark ocean (below 200 m depth) harbors approximately 75% and 50% of the global ocean’s prokaryotic biomass and production, respectively [1]. Prokaryotes inhabiting the dark ocean greatly depend for their growth on the fluxes of particulate organic matter (POM) generated in the sunlit surface ocean [2, 3]. However, the mismatch between current estimates of POM exported from the sunlit surface layers and the bacterial carbon demand in the dark ocean suggests the presence of alternative sources of energy and carbon for dark ocean prokaryotes [1, 2]. Dissolved inorganic carbon (DIC) fixation rate measurements [4], isotopic [5], and molecular approaches [6, 7] have contributed to the increasing evidence of chemoautotrophy as a significant source of organic matter production in the dark ocean.

However, the energy sources fuelling chemoautotrophy remain enigmatic. Inorganic reduced nitrogen and sulfur compounds, methane or hydrogen [6–9] are potential inorganic energy sources. Among the numerous reduced sulfur compounds, thiosulfate is ubiquitously present throughout the ocean water column, albeit at low concentrations [10]. Thiosulfate can be generated from the oxidation of other inorganic sulfur compounds or as a by-product from oxidation or fermentation of organosulfonates like taurine and other organic sulfur compounds by aerobic and anaerobic bacteria [11, 12].

Photoautotrophs, chemoautotrophs, and even heterotrophs can utilize reduced sulfur compounds as energy source mainly through the sulfur-oxidizing (sox) enzyme system [13, 14]. Chemolithoautotrophy based on thiosulfate utilization has been reported in axenic aquatic bacterial cultures [15, 16], in marine mixotrophic sulfur-oxidizing bacteria UBA868 [17], and in hydrothermal vent plumes [9]. Conversely, an earlier transcriptomic study on mesopelagic prokaryotic communities revealed no clear effects of thiosulfate on chemoautotrophs [18]. Enhanced organic carbon assimilation coupled with oxidation of thiosulfate and reduced respiration has been reported in marine heterotrophic bacteria [19]. This latter process might be particularly relevant in nutrient-rich microenvironments, such as marine snow, sinking macro-organism carcasses, or fecal pellets [20, 21]. However, the potential role of thiosulfate as a source of energy in the oxygenated bathypelagic realm and the relevant taxa capable of reduced sulfur-based chemoautotrophy remain largely unknown.

In the present study, we performed measurements of DIC fixation and community transcriptomic analyses in thiosulfate amended and unamended bathypelagic waters to elucidate the potential of thiosulfate and thiosulfate combined with dissolved organic matter (DOM) in chemoautotrophic and heterotrophic metabolism.

## Methods

### Sample collection and DIC fixation rate measurements

Seawater was collected during the MOCA cruise with RV *Pelagia* from 2000 m depth in the North Atlantic (Figure S1) in July 2012 using 12 L Niskin bottles mounted on a CTD rosette sampler with sensors for conductivity–temperature–depth (CTD), salinity, oxygen, fluorescence, and optical backscattering. Based on corresponding salinity and temperature characteristics, the collected seawater was identified as Labrador Sea Water (Table S1). Dissolved inorganic nutrient concentrations (NO_3_^−^, NO_2_^−^, PO_4_^3−^) were determined on 0.2 μm filtered seawater in a TRAACS 800 autoanalyzer system immediately after collecting the samples following established protocols [22]. Microbial leucine incorporation rates were measured as previously described [4]. Briefly, 50 mL triplicate seawater samples were inoculated with 10 nM [^3^H]-leucine (final concentration) and incubated in the dark at in situ temperature for 4–7 h together with triplicate formaldehyde-killed controls. To terminate the incubation, formaldehyde (2% final concentration) was added to the samples, and the samples and controls were filtered onto 0.2 µm polycarbonate filters. Subsequently, the filters were rinsed with 5% ice-cold trichloroacetic acid. The dry filters were placed in scintillation vials with 8 mL scintillation cocktail (FilterCount, Canberra-Packard), and after about 18 h counted on board the research vessel in a liquid scintillation counter (LKB Wallac). The instrument was calibrated with internal and external standards. The water was split in duplicate 2 L acid-cleaned polycarbonate bottles and amended with 10 µM ammonia, 1 µM sulfite (Na_2_SO_3_), 1 µM thiosulfate (Na_2_S_2_O_3_), 10 µM of each glucose and acetate (DOM), or 1 µM thiosulfate and 10 µM of each glucose and acetate (thiosulfate + DOM treatment). All the treatments together with an unamended control were incubated at in situ temperature in the dark for 1 h or 72 h. At the end of the incubation, DIC fixation was measured via ^14^C-bicarbonate uptake as previously described [4]. Briefly, 50 mL triplicate water samples and duplicate formaldehyde-killed controls were incubated in the dark at in situ temperature after the addition of 100 µCi of ^14^C-bicarbonate for 60–72 h [4]. Subsequently, the incubations were terminated by formaldehyde addition (2% final concentration) to the samples. Samples and killed controls were filtered onto 0.2 μm polycarbonate filters and rinsed with filtered seawater (< 0.2 µm). Subsequently, the filters were fumed with concentrated HCl for 12 h. Filters were placed in scintillation vials together with 8 mL of scintillation cocktail (FilterCount, Canberra-Packard). After about 18 h, the samples were counted on board in the liquid scintillation counter (LKB Wallac). The instrument was calibrated with internal and external standards. Prokaryotic abundance (Table S1) was measured by flow cytometry following the protocol described by Sintes et al. [23], and dissolved organic carbon (DOC) concentration (Table S1) was determined in triplicate GF/F filtered water samples using a Shimadzu TOC-5000 analyzer [24, 25].

### RNA extraction, cDNA library construction, and sequencing

Two liters of water from the original sample were filtered immediately after collection onto 0.2 µm pore-size SUPOR filters (Pall), and stored in cryovials at − 80 ºC after the addition of 1 mL RNAlater. One replicate from the different treatments was filtered 1 h after the addition of the different substrates (T1), while the second replicate was filtered 72 h after the addition of substrates (T72). The filtration took always < 15 min and the filters were stored as previously described for the original sample. Therefore, it should be noted that only one replicate per treatment per time point is available in this study, which limits the possibility of statistically analyzing and disentangling technical vs. true variability [26].

RNA was extracted from the original sample, the unamended control, the thiosulfate, and the thiosulfate + DOM treatments after 1 h and 72 h of incubation. The filters were thawed on ice and the RNAlater (Ambion, USA) was pipetted and concentrated to ~ 40–60 µL by centrifugation using Amicon Ultracel 2 mL 10 KDa centrifugal filters (Millipore Corp., USA), at 4000 × *g* for 45 min (4 ºC). Thawed filters were cut into small pieces using sterile razor blades and placed inside clean 2 mL screwcap tubes. RNA was extracted from the filter pieces and the concentrated RNAlater solution using the mirVana™ miRNA Isolation Kit (Ambion, USA). Approximately, 200 µL of a 1:1 zirconia/silica bead (BioSpec Products, USA) solution was added to each 2 mL tube prior to the cell lysis step. DNA was removed with the TURBO DNA-freeTM Kit (Ambion, USA), and the total RNA extracted was purified and concentrated with the RNeasy MinElute Cleanup Kit (Qiagen, USA). The absence of DNA from extracted RNA was verified by 40 cycles of PCR amplification of partial 16S rRNA genes using the primers 27F and 907R [27]. RNA quality was checked using the Agilent 2200 TapeStation system.

cDNA libraries were generated using the Ovation RNA-Seq System V2 Kit (NuGEN Technologies, USA), purified using the RNeasy MinElute Cleanup Kit (Qiagen, USA), and quantified with a Qubit™ 3.0 Fluorometer (ThermoFisher Scientific, USA). Sequencing libraries were constructed using Illumina’s Truseq RNA Sample Prep kit v2 according to the manufacturer’s instructions and paired-end sequenced using a NextSeq 500 (Illumina) in 2 × 150 bp mode using v.1 reagents at the Bigelow Laboratory Single Cell Genomics Center (https://scgc.bigelow.org).

### Bioinformatic analyses

Adapter sequences were removed with Trimmomatic [28] and paired-end sequences were merged with PEAR using default settings [29]. The resulting paired-end sequence quality was assessed using PRINSEQ lite 0.20.3 [30], and all sequences with these characteristics were removed: sequences < 100 bp in length and a mean quality score < 30, sequences containing any ambiguities (Ns), sequences with poly-A and poly-T runs of at least 5 bp, all forms of replicate and duplicate sequences, and sequences with a minimum entropy value of 70. Ribosomal RNA sequences were removed prior to downstream analysis with riboPicker [31]. To estimate taxon and transcript abundances, the reads from the seven samples were used to query against KEGG GENES protein database using the DIAMOND BLASTX [32] with an e-value cutoff of 10^−5^ and a minimum alignment length cutoff of 30 amino acids. The resulting reads were subsequently screened for taxonomic classification against the NCBI non-redundant protein database using KAIJU [33] with MEM mode. Taxonomic classification and functional annotation were analyzed in R. However, it should be mentioned that the lack of corresponding metagenomes from the same sample might hinder taxonomic identification due to the limitations of publicly available genome reference databases. The transcript abundance was normalized by the total read abundance (transcript per million reads) for each sample. Subsequently, *Z*-score scaling was applied to show the number of standard deviations above and below the mean transcript expression signal in each sample. *Z*-score scaling was calculated as* Z*-score = (value–mean (transcript)/standard deviation (transcript).

## Results and discussion

### Potential energy sources supporting chemoautotrophy in the deep ocean

Chemoautotrophy represents a fresh source of organic carbon for dark ocean prokaryotes [2], and potentially contributes between 12 and 72% to the heterotrophic prokaryotic carbon demand in mesopelagic waters [34]. Although the energy sources necessary for chemolithoautotrophy, i.e., reduced inorganic compounds, are technically difficult to measure in the well-oxygenated deep ocean, growing evidence based on –omics and other molecular techniques points to the potential use of nitrite [7], ammonia [8], hydrogen [9], and reduced sulfur compounds [6] by dark ocean prokaryotes.

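Transcripts of this community were read in 7 metatranscriptome libraries. One is the Natural sample, and the other 6 are the unamended control, the thiosulfate amendment and the thiosulfate + DOM amendment after 1 h and 72 h (Control T1, Thiosulfate T1, Thiosulfate + DOM T1, Control T72, Thiosulfate T72 and Thiosulfate + DOM T72). Thiosulfate was given at 1 µM, and DOM as glucose and acetate at 10 µM each. Every condition has 1 library, so there is no replicate check, the spread between bottles cannot be measured, and no p-value is given for a gene. The totals were 876547 assigned reads in the Natural sample, 700479 in Control T1, 963121 in Thiosulfate T1, 889597 in Thiosulfate + DOM T1, 960302 in Control T72, 915865 in Thiosulfate T72 and 784426 in Thiosulfate + DOM T72. The authors trimmed, merged and filtered the reads, removed rRNA and searched the rest against protein databases. The deposited values are whole-number counts of reads per protein name, not scaled. Neither a KEGG identifier nor an organism is given beside a name, though some names hold a strain tag or an organelle label. The paper's text does not state how these names were assigned.
The 146278 names were merged over spelling variants into 125902. A gene of Table S2 was found through fixed patterns of its protein name, so that names that fit several genes stayed out, and the patterns took up 13.8% of the reads. Names without a function, such as hypothetical protein, held 46.3%. As in the study, counts were divided by the total of the library and are given as reads in 1000000 reads (RPM). A fold is the value of an amended library over that of the control of the same time, and a log2 ratio is its logarithm. Parentheses after a fold hold the exact 95% interval of the counts (Clopper-Pearson interval of the conditional binomial), which covers counting error only. Those after the median log2 ratio of a group of genes hold a 95% interval of another kind, also from the counts alone. A transcript is said to have risen or fallen where it had at least 20 reads in both libraries together, a fold of at least 2 or at most 0.5, an interval without 1, and a value above or below all 3 unamended libraries. Among 4 exchangeable libraries a named one is the highest 1 time in 4, so this is a rule of size and not a test. A transcript with 0 reads in one library is given as a bound against a floor of 3 reads.
Groups of genes are described by the median log2 ratio of the members with 20 reads and by its percentile among 10000 random lists of like abundance. Of the 52 lists, 24 come from Table S2, whose genes the study chose on these samples, and 28 were fixed here. Scaling between libraries could change the numbers. Every log2 ratio of Thiosulfate T72 over Control T72 would be higher by 0.14 with DESeq2 size factors or the library totals implied by Table S2, and by 0.13 without the 10 most abundant names in the total. Those of Thiosulfate + DOM T72 over Thiosulfate T72 would shift by -0.17 under the last of these. At 1 h, the ratios of Thiosulfate + DOM over the control would shift by -0.24 with TMM, -0.41 with DESeq2, -0.20 with the Table S2 totals and -0.15 without the abundant names, and those over Thiosulfate T1 by -0.30, -0.34, -0.23 and -0.21. Control T72 itself differs from Control T1 and the Natural sample, and where the call of a named gene ends under another scaling, the text says so.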

A natural prokaryotic community collected from 2000 m depth in the North Atlantic (Figure S1), representing Labrador Sea Water (Table S1), was amended with various potential substrates for heterotrophic and chemoautotrophic prokaryotes (see Material and Methods for details). Ammonium and sulfite did not result in significant stimulation of prokaryotic dissolved inorganic carbon (DIC) fixation (Fig. 1) as compared to a control community without any amendments (*t* test, *p* > 0.49 and *p* > 0.63, respectively). However, the thiosulfate amendment resulted in an approximately fourfold (2.2 µmol C m^−3^ d^−1^) increase in DIC fixation compared to the unamended control treatment (0.6 µmol C m^−3^ d^−1^) (Fig. 1) (see “Material and methods” section for a detailed description of the experimental set-up). Thus, the response of bathypelagic prokaryotes to potential energy sources for chemoautotrophy seems to differ from that of mesopelagic communities, which did not respond with elevated activity upon thiosulfate amendment [18]. DIC fixation also increased in response to dissolved organic matter (DOM) amendment by ~ tenfold, as was previously shown for mesopelagic prokaryotes [18], whereas a 12-fold (7.6 µmol C m^−3^ d^−1^) DIC fixation was observed in the thiosulfate plus DOM amendment compared to the control treatment (Fig. 1). Thiosulfate is one of the most ubiquitously distributed inorganic reduced sulfur compounds in the ocean [10], and can potentially be used as sulfur [9] or energy source for autotrophic [35] and heterotrophic [36] processes. The rates measured in the different treatments were within the range of rates previously reported for the dark ocean [4] and indicate the potential of thiosulfate as an energy source for chemoautotrophy. However, the larger increase in DIC fixation rates in the thiosulfate plus DOM addition as compared to the addition of each compound separately suggests a synergy and interconnectivity between autotrophic and heterotrophic metabolic processes and/or increased anaplerotic reactions under energy-replete conditions.

**Fig. 1:**
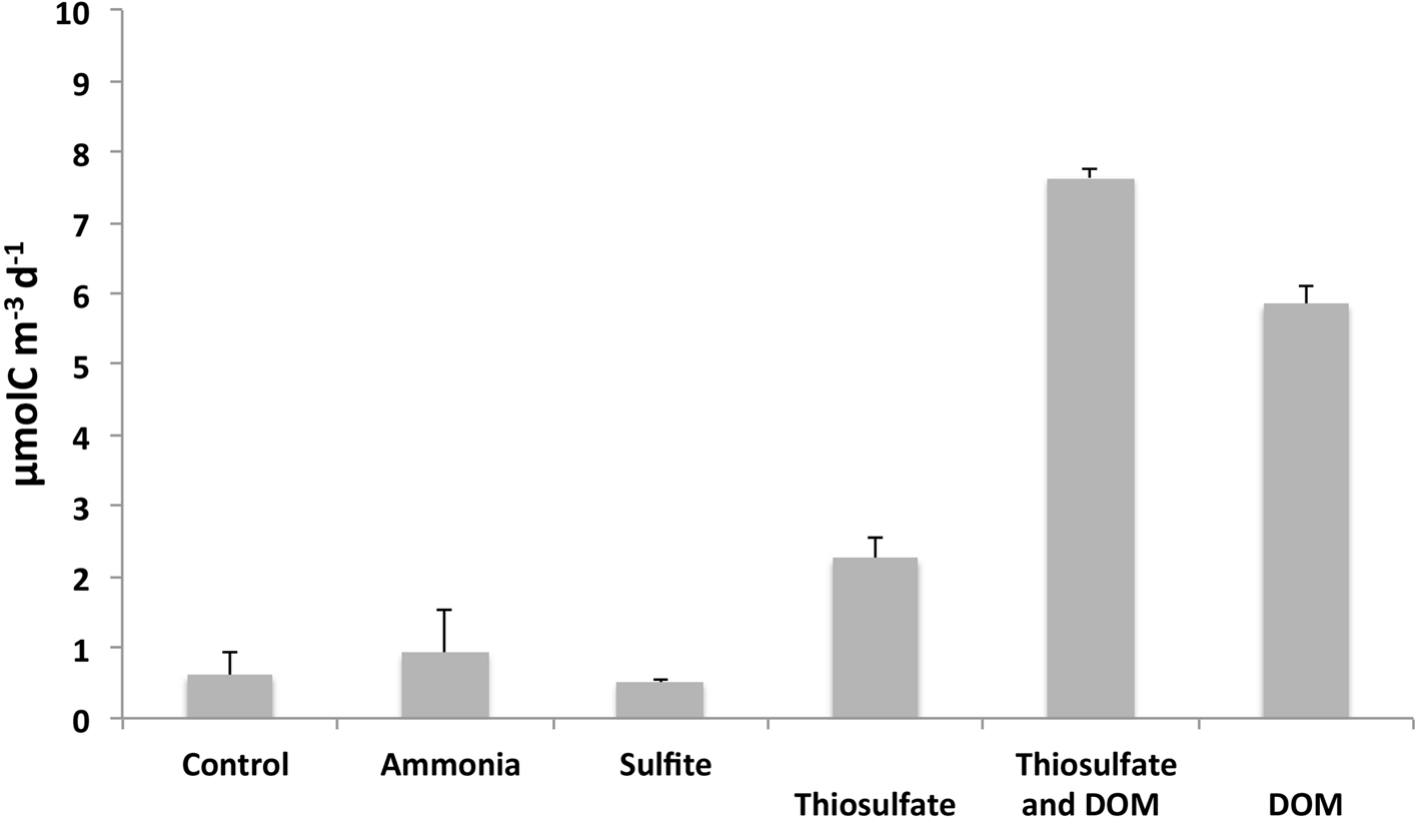
Dissolved inorganic carbon (DIC) fixation in the bathypelagic prokaryotic community amended with ammonia (10 µM), sulfite (1 µM), thiosulfate (1 µM), thiosulfate + DOM (1 µM thiosulfate + 10 µM glucose + 10 µM acetate), DOM (10 µM glucose + 10 µM acetate), and the unamended control (control) after 72 h incubation. The bars represent the average ± standard error of three replicate bottles

### Transcriptional response of bathypelagic prokaryotes to thiosulfate

Thiosulfate can be used as a source of energy or sulfur for prokaryotes, which can oxidize, reduce, or disproportionate it [37]. Thiosulfate oxidation can generate up to eight electrons that may participate in the electron transport chain for energy generation. Prokaryotic thiosulfate oxidation to sulfate, and further reduction to sulfide, is modulated by the sulfur-oxidizing (Sox) enzymes, ATP-sulfurylase (SAT), APS reductase (APR), and dissimilatory sulfite reductase (DSR) [38, 39]. We observed that the thiosulfate amendment stimulated microbial *sox* genes expression up to twofold after 72 h in comparison to the unamended community (Fig. 2, Table S2). *sox* genes (*soxABCXYZ*) were taxonomically mainly assigned to Gammaproteobacteria (17–65%), Deltaproteobacteria (4–55%), Alphaproteobacteria (14–30%), Epsilonproteobacteria (7–24%), and unclassified (5–19%) members (Fig. 2, Table S3). 

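Transcripts of 3 genes of the Sox system rose in Thiosulfate T72. soxC, a subunit of sulfane dehydrogenase, rose 6.82-fold (2.36 to 26.9) from 26 and 4 reads in Thiosulfate T72 and Control T72. soxB, which releases sulfate from the carrier protein, rose 3.89-fold (1.65 to 10.6), and soxY, a subunit of that carrier, rose 3.06-fold (1.60 to 6.27). soxA, the diheme cytochrome that with soxX links thiosulfate to the carrier, stood at 1.92-fold (1.20 to 3.13) on 53 and 29 reads, and soxX at 1.18-fold (0.568 to 2.47). soxZ had 7 reads in either library and soxD had 0. Of the 5 measured members of this list, which the study chose on these samples, 3 rose, none fell and 2 did not pass. Their median log2 ratio was 1.62 (0.86 to 2.26), above all of the 10000 random lists.
The single name diheme cytochrome soxA rose 3.15-fold (1.68 to 6.24). It was 1 of the 12 largest folds at this time among names with at least 50 reads. At 1 h only soxA reached 20 reads, at 3.64-fold (1.22 to 14.6) in Thiosulfate T1. The soxC value rests on few reads and was 10.5-fold when all libraries were thinned to the shallowest. The soxA value was 3.12-fold against the 3 unamended libraries summed.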

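After 72 h with thiosulfate, dsrB, the beta subunit of dissimilatory sulfite reductase, rose 3.25-fold (1.55 to 7.43) on 31 and 10 reads. The alpha subunit dsrA stood at 1.93-fold (1.43 to 2.63) on 127 and 69 reads, just under the required fold. The list of both genes, chosen by the study on these samples, had a median log2 ratio of 1.32 (0.83 to 2.00), at percentile 99.6. Of the 3 genes that turn sulfite into sulfate through APS, none passed. aprA, the alpha subunit of APS reductase and the most abundant of them, stood at 1.66-fold (1.48 to 1.88), aprB at 1.18-fold (0.930 to 1.51) and sat, the ATP sulfurylase, at 0.991-fold (0.827 to 1.19). This list, too, was taken from Table S2, and its median was 0.24 (-0.03 to 0.60).
Single protein names went further than these sums. Adenylylsulfate reductase apra rose 17.6-fold (6.55 to 66.3) and the shorter name apra 10.7-fold (6.51 to 18.8). The name for the alpha subunit of a dissimilatory-type sulphite reductase rose 4.38-fold (2.55 to 7.93), and heterodisulfide reductase subunit a, a protein of sulfur and methane metabolism, 3.62-fold (2.17 to 6.28). All 4 were among the 12 largest folds of this comparison, ranked over names with at least 50 reads. Names for APS reductase of no stated kind did not share this rise, with 197 reads in Thiosulfate T72 and 213 in Control T72. At 1 h dsrB had already risen 2.67-fold (1.25 to 6.34), and dsrA stood at 1.11-fold (0.732 to 1.70).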

Transcripts of dissimilatory sulfite reductase (*dsr*) subunits responsible for sulfite reduction were 2- to threefold upregulated in thiosulfate-amended prokaryotic communities (Fig. 2, Table S2). 

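Neither subunit of the oxygen-tolerant uptake hydrogenase passed the rule in Thiosulfate T72. hyaA, the small subunit, stood at 1.27-fold (0.881 to 1.84) on 69 and 57 reads in Thiosulfate T72 and Control T72, and hyaB, the large subunit that holds the nickel site, at 1.18-fold (0.568 to 2.47) on 18 and 16 reads. Names for a hydrogenase of no stated kind stood at 1.20-fold (0.859 to 1.68). The 2 genes, a list from Table S2, had a median log2 ratio of 0.29 (-0.26 to 0.82), at percentile 82.8. In RPM, hyaA was 1.14 in the Natural sample, 7.14 in Control T1, 59.4 in Control T72 and 75.3 in Thiosulfate T72. Against the 3 unamended libraries summed, the folds were 3.03 for hyaA and 2.62 for hyaB, since Control T72 alone already held 16.7 RPM of hyaB against 4.28 in Control T1. At 1 h neither gene reached 20 reads.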

Another interesting observation was the increase by up to 3.6-fold of oxygen-tolerant hydrogenase subunit transcripts (*hyaA* and *hyaB*) in the thiosulfate-amended samples as compared to the control, indicating that oxidation of hydrogen may also contribute to the energy generation in the deep ocean (Table S2). Sulfur-oxidizing SUP05 bacteria perform hydrogen oxidation in hydrothermal vent plumes [9], and hydrogenase genes are widespread in diverse marine bacterial clades [40, 41]. In our treatments, hydrogenase gene transcripts were putatively affiliated with the SUP05 clade of marine Gammaproteobacteria *Candidatus* Thioglobus sp. (Fig. 2, Table S3). This finding points to a widespread plasticity of the chemoautotrophs in the dark ocean, which may utilize different electron donors and acceptors depending on the environmental availability.

**Fig. 2:**
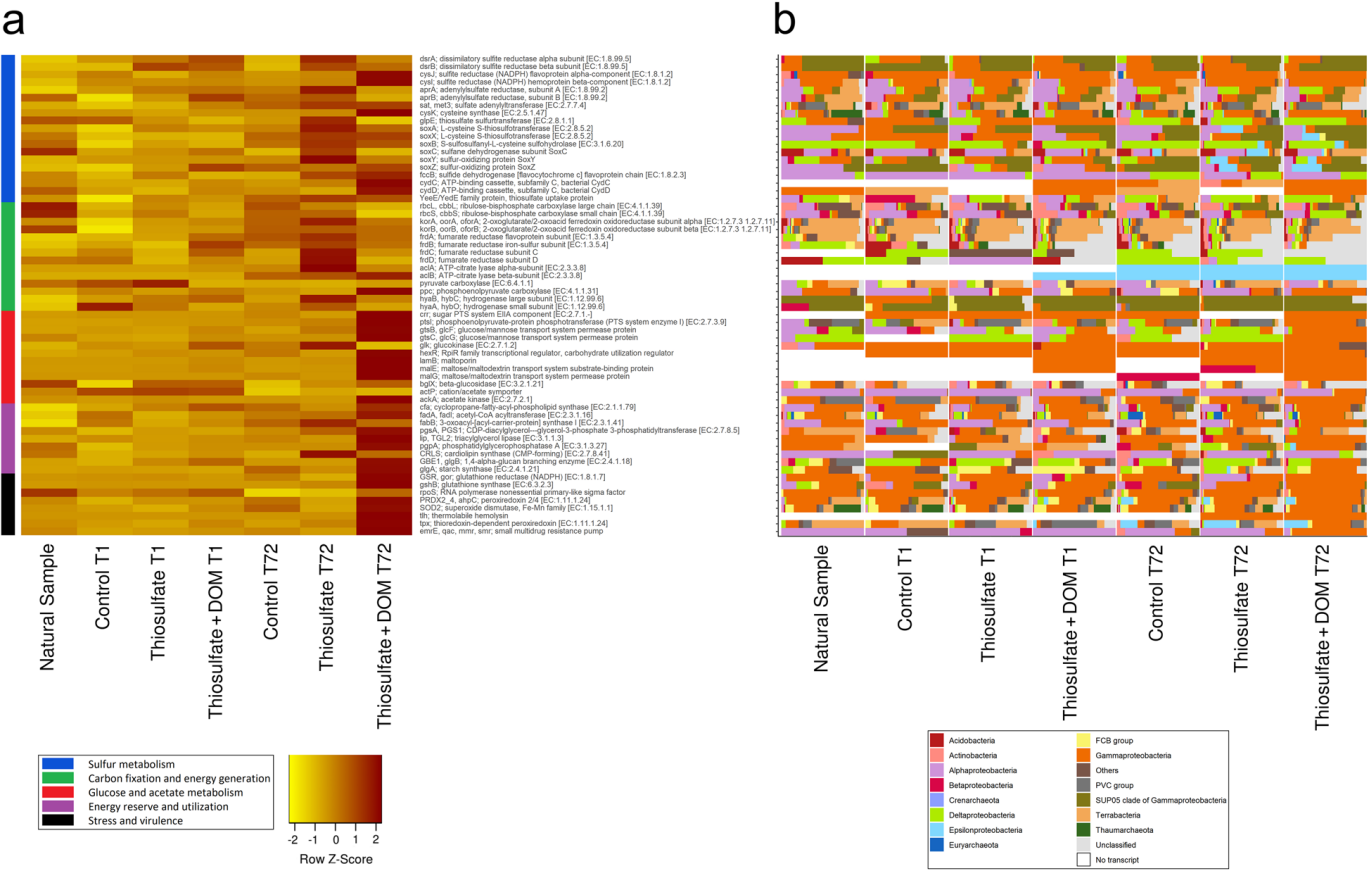
Heatmap representing normalized transcript abundance (transcript per million reads) of selected genes from bathypelagic prokaryotic communities in the different treatments and the original community (**A**). Light yellow to dark brown color range represents the increment in transcript abundance. Prokaryotic taxa affiliation of different gene transcripts (**B**). White bars indicate the absence of the corresponding gene. Natural sample stands for natural communities from Labrador Sea Water. Control T1 and Control T72 indicate prokaryotic communities filtered after 1 h and 72 h incubation, respectively. Thiosulfate T1 and Thiosulfate T72 indicate thiosulfate treated prokaryotic communities filtered after 1 h and 72 h incubation, respectively. Thiosulfate + DOM T1 and Thiosulfate + DOM T72 indicate thiosulfate + DOM (1 µM thiosulfate + 10 µM glucose + 10 µM acetate) treated prokaryotic communities filtered after 1 h and 72 h incubation, respectively

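For the reductive citric acid cycle 4 genes or sums of genes, of 3 enzymes, could be measured in Thiosulfate T72, of which 1 rose, none fell and 3 did not pass. ATP citrate lyase (acl), which splits citrate to acetyl-CoA and is the key enzyme of the cycle, rose 2.95-fold (1.64 to 5.59) on 45 and 16 reads. The ferredoxin-dependent 2-oxoglutarate oxidoreductase, which carboxylates succinyl-CoA, stood at 1.16-fold (0.984 to 1.36) for its alpha subunit (korA) and 0.949-fold (0.780 to 1.15) for its beta subunit (korB). Fumarate reductase (frd), which reduces fumarate to succinate, stood at 1.10-fold (0.893 to 1.36) on 189 and 180 reads. The study chose this list on these samples, and its median log2 ratio was 0.18 (0.01 to 0.36), at percentile 92.5. The median was 0.45 against the 3 unamended libraries summed. At 1 h acl stood at 0.303-fold (0.0836 to 0.924) on 5 and 12 reads, below the 20 that the rule asks for. Names that did not tell the subunits of acl or frd apart were summed into 1 value for each enzyme, and korA and korB also serve in the oxidative direction.

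**Figure D1:**
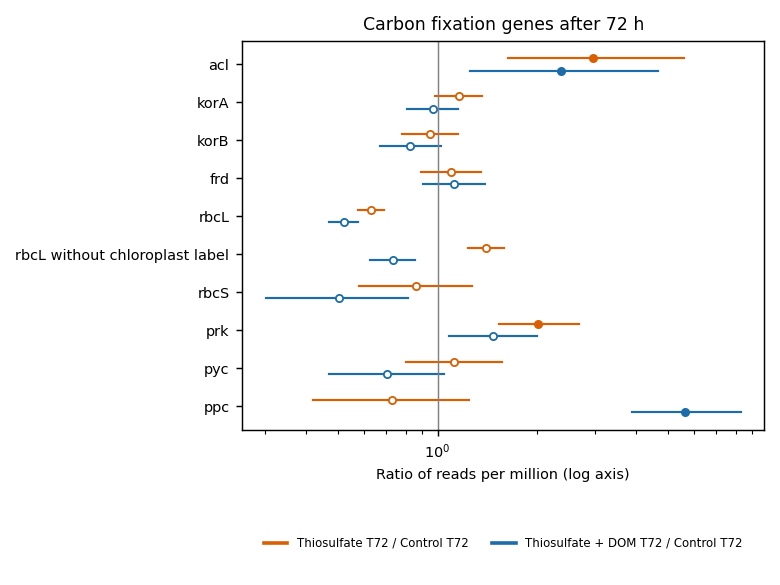
Fold of genes of carbon fixation over the control of the same time (dots, log axis, no unit), with the exact 95% counting interval as a horizontal bar, for both amendments at 72 h. Filled dots passed the rule of size and open dots did not, and under thiosulfate acl lies at 2.95 while korA, korB and frd lie near 1.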

Thiosulfate amendment resulted in the stimulation of transcription of genes involved in the reductive citric acid cycle (ATP citrate lyase (*acl*), 2-oxoglutarate:ferredoxin oxidoreductase (*ogor*), fumarate reductase (*frd*)) as a possible pathway for chemoautotrophy (up to sixfold compared to the control treatment), whereas transcript abundance related to anaplerotic carbon-fixation pathways (phosphoenolpyruvate carboxylase (*pepc*)) was slightly lower (0.7-fold) than in the unamended control (Fig. 2, Table S2). Members of the Epsilonproteobacteria have previously been shown to utilize thiosulfate and fix DIC by using the reductive TCA cycle [42, 43]. The frd complex is located in the cytoplasmic membrane and, to maintain the lipid-to-protein ratio, the cell synthesizes phospholipid cardiolipin [44, 45]. Cardiolipin has a conical structure that relaxes or stabilizes the negative curvature regions of membrane structures [46]. Overexpressed fumarate reductase complex is located at the cytoplasmic membrane along with other membrane-associated proteins. Consequently, lipids must also increase to maintain a constant lipid/protein ratio of the membrane, resulting in higher expression of cardiolipin [44, 45]. These findings support the upregulation of cardiolipin synthase-encoding genes in the thiosulfate amended treatment by up to 2.5-fold compared to the control treatment (Fig. 2, Table S2). 

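Cardiolipin synthase (cls), which joins phosphatidylglycerol molecules into cardiolipin, had too few reads under its name for a fold in the thiosulfate amendment. It had 1 read in Thiosulfate T72 and 1 in Control T72, or 1.09 and 1.04 RPM, and 1 read in the Natural sample, all at or under the floor of 3 reads. In Thiosulfate T1 it had 4.15 RPM against 0 in Control T1. In Thiosulfate + DOM T72 it had 17 reads, 20.8-fold (3.26 to 869.8) over Control T72, a total below the 20 reads that the rule asks for. The fumarate reductase named beside it had 206 RPM in Thiosulfate T72. A change with thiosulfate alone could not be measured from these reads, and whether other reads of the gene lie under names that were not matched was not tested.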

Thiosulfate amendment did not stimulate anaplerotic carboxylation pathways, e.g., pyruvate carboxylase (*pc*) and phosphoenolpyruvate carboxylase (*pepc*) transcript abundances were similar in the amended and unamended treatments (Fig. 2).

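Both carboxylases that refill the citric acid cycle stayed short of the rule in Thiosulfate T72. Pyruvate carboxylase (pyc, pc in the paper), which makes oxaloacetate from pyruvate, stood at 1.12-fold (0.804 to 1.56) on 78 and 73 reads. Phosphoenolpyruvate carboxylase (ppc, pepc in the paper), which makes it from phosphoenolpyruvate, stood at 0.728-fold (0.419 to 1.25) on 25 and 36 reads. Of the 2 measured members of this list from Table S2, none rose and none fell, and the median log2 ratio was -0.15 (-0.61 to 0.27). After 1 h the median was -0.14 (-0.65 to 0.41). The intervals leave room for a change of up to 1.56-fold for pyruvate carboxylase.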

Reports on chemoautotrophy by members of the SUP05 cluster and UBA868 in marine environments suggest the coupling of the Calvin-Benson cycle and thiosulfate oxidation to fix DIC [9, 17, 47]. However, although Calvin cycle genes were detected, they were not upregulated in the amended treatment during this study (Fig. 2, Table S2). 

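The large subunit of RuBisCO (rbcL), the carboxylase of the Calvin cycle, stood at 0.630-fold (0.575 to 0.690) in Thiosulfate T72 on 757 and 1260 reads, and the small subunit (rbcS) at 0.859-fold (0.579 to 1.27). None of the 2 members of this list from Table S2 rose or fell, and the median log2 ratio was -0.44 (-0.74 to -0.16). The large subunit splits by name. Without the names labelled as chloroplast proteins it stood at 1.41-fold (1.24 to 1.59). The name for the chloroplast subunit was among the 12 smallest folds of names with at least 50 reads. Among the 12 largest so ranked were 3 other RuBisCO names, with form I large subunit cbbL rising 6.40-fold (3.92 to 11.0). Phosphoribulokinase (prk), which makes the substrate of RuBisCO and is not on the study's list, rose 2.02-fold (1.53 to 2.68) on 154 and 80 reads.
Markers of photosynthetic organisms, a list fixed here, fell beside the chloroplast names. Of 6 genes, 4 fell, none rose and 2 did not pass, with a median log2 ratio of -1.74 (-2.20 to -1.33), below all of the random lists. psbA, the D1 protein of photosystem II, fell to 0.141-fold (0.130 to 0.153), a call that ended when ribosomal proteins were left out of the total, and psbB to 0.137-fold (0.0726 to 0.240). The control sets the size of the former, since psbA held 735 RPM in Thiosulfate T72 and 741 in Control T1, against 1801 in the Natural sample and 5218 in Control T72. Its fold was 0.262 with the unamended libraries summed, and the list then had a median of -2.07.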

Up to 35% of all *rubisco* transcripts were assigned to unclassified bacteria followed by Gammaproteobacteria (~ 25%) and unclassified Actinobacteria (14%) (Table S3). Several of these taxa have been previously reported to harbor *rubisco* and *sox* genes and conduct dark DIC fixation in the deep Atlantic Ocean [6]. The Calvin cycle and *sox* gene expression were possibly harbored within the same microorganism in an uncultured SUP05 cluster bacterium, whereas reductive TCA genes were possibly coupled to *sox* gene expression in Epsilonproteobacteria, such as *Sulfurimonas* sp. (Table S3).

### Synergy between thiosulfate and DOM on prokaryotic activity

The effect of the addition of thiosulfate plus DOM on the DIC fixation was larger than either thiosulfate or DOM separately (Fig. 1). The combined effect of reduced sulfur compounds and DOM might be particularly relevant in nutrient-enriched pelagic microenvironments such as marine snow or microenvironments associated to organisms such as zooplankton [21, 48]. DOM has been shown to stimulate anaplerotic DIC fixation in natural mesopelagic communities [18]. Thiosulfate can provide additional energy to different marine heterotrophic prokaryotes as an auxiliary electron donor to tetrathionate, promoting the use of available organic matter for biosynthesis rather than respiration [19, 49]. Changes in bacterial abundance especially in the prokaryotic activity after sulfur and/or carbon amendment possibly have contributed to the overexpression of the pathways involved in their metabolism and the energy funneled in the bacterial communities studied here.

The combined addition of thiosulfate plus DOM (glucose + acetate) to bathypelagic communities resulted in a 3.5-fold increase of phosphoenolpyruvate carboxylase (*pepc*)-transcripts as compared to the unamended community, suggesting a significant contribution of anaplerotic reactions to dark DIC fixation by bathypelagic prokaryotes when organic carbon is available (Fig. 2, Table S2). 

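Phosphoenolpyruvate carboxylase (ppc) rose 5.61-fold (3.89 to 8.29) in Thiosulfate + DOM T72 on 165 and 36 reads. Pyruvate carboxylase (pyc), the other carboxylase that replenishes oxaloacetate, stood at 0.704-fold (0.470 to 1.04). Of the 2 measured members of this list from Table S2, 1 rose and none fell, with a median log2 ratio of 0.99 (0.63 to 1.39). Set directly against Thiosulfate T72, ppc was 7.71-fold (5.04 to 12.3) higher and pyc stood at 0.629-fold (0.421 to 0.926). At 1 h ppc stood at 1.92-fold (1.16 to 3.26) over the control. The median joins a gene that rose with one that did not, so it describes neither. From the higher transcript level of this carboxylase and the larger dissolved inorganic carbon fixation with DOM, the paper proposes that anaplerotic reactions contribute to dark carbon fixation when organic matter is at hand.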

The majority of *pepc* transcripts were phylogenetically associated with members of the Gammaproteobacteria (~ 88%) (Table S3). Heterotrophic prokaryotic DIC assimilation via anaplerotic reactions can range between 1 and 15% of the carbon incorporation by heterotrophic prokaryotes [50–52] and has been suggested as a strategy to compensate for metabolic imbalances under oligotrophic [53] and nutrient-depleted conditions [54]. However, heterotrophic DIC fixation also increases with increasing heterotrophic activity [18, 55] and organic matter availability [50–52] in agreement with our findings.

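In Thiosulfate + DOM T72, 1 of the 4 measured sox genes rose over Control T72. soxB, the sulfate-releasing enzyme of the system, rose 4.20-fold (1.75 to 11.5) on 24 and 7 reads. soxY, the carrier subunit, stood at 1.70-fold (0.785 to 3.76), soxA at 1.44-fold (0.849 to 2.44) and soxX at 0.689-fold (0.268 to 1.65). soxC had 6 and 4 reads and stayed below 20. The list comes from Table S2, and its median log2 ratio was 0.64 (0.08 to 1.29), at percentile 83.8 of the random lists. With the reads of the 4 genes that had 20 reads summed, the fold was 1.60-fold (1.15 to 2.25). After 1 h of this amendment soxA stood at 4.13-fold (1.39 to 16.6).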

Gene expression of sox enzymes slightly increased (by ~ 1.3-fold) in the community amended with thiosulfate + DOM as compared to the unamended microbial community after 72 h (Fig. 2, Table S2). 

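dsrB, the beta subunit of dissimilatory sulfite reductase, rose 2.57-fold (1.16 to 6.11) in Thiosulfate + DOM T72, while dsrA, the alpha subunit, stood at 1.17-fold (0.823 to 1.67) on 66 and 69 reads. The median log2 ratio of this pair, which the study chose on these samples, was 0.79 (0.20 to 1.53), at percentile 78.9. The reads of both genes summed gave 1.35-fold (0.983 to 1.85). The genes of APS reductase and ATP sulfurylase stood at 1.12-fold (0.977 to 1.29) for aprA, 0.841-fold (0.636 to 1.11) for aprB and 0.759-fold (0.618 to 0.929) for sat, with a list median of -0.25 (-0.51 to 0.11). At 1 h dsrA had risen 2.09-fold (1.44 to 3.08), a call that ended under TMM, DESeq2 size factors, the Table S2 totals and the total without the 10 most abundant names, and dsrB stood at 1.92-fold (0.852 to 4.75).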

Transcripts of dissimilatory sulfite reductase (*dsr*) subunits were ~ twofold upregulated in thiosulfate + DOM as compared to the control treatment (Fig. 2, Table S2). Thus, *sox* and *dsr* showed a higher stimulation of gene expression in the thiosulfate than in the thiosulfate + DOM treatment (Fig. 2, Table S2).

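Set directly against each other at 72 h, the thiosulfate + DOM library had lower median values of sulfur oxidation genes than the thiosulfate library, but no single gene fell by the rule. That rule asks for a value below all 3 unamended libraries, so a gene that only returned to the level of the control cannot fall by it. soxC met the other criteria and failed on this one alone, with 6 reads against 4 in Control T72. soxC stood at 0.269-fold (0.0907 to 0.669) of its value in Thiosulfate T72, soxY at 0.553-fold (0.297 to 0.993), soxA at 0.749-fold (0.472 to 1.17) and soxB at 1.08-fold (0.592 to 1.95). The median log2 ratio of the 5 measured sox genes was -0.78 (-1.40 to -0.16), at percentile 1.84. dsrA stood at 0.607-fold (0.444 to 0.823) and dsrB at 0.791-fold (0.432 to 1.42), with a median of -0.53 (-0.96 to -0.07), at percentile 6.72. For aprA, aprB and sat the median was -0.49 (-0.68 to -0.29), at percentile 1.39. All 3 lists come from Table S2. At 1 h soxA, the only sox gene with 20 reads in this comparison, stood at 1.14-fold (0.586 to 2.21). The intervals of soxA, soxB, dsrB and soxX, the last on 9 and 18 reads, include 1, so for them a difference between the amendments was not detectable at this depth.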

Sulfur-oxidizing Epsilonbacteria (such as *Sulfurimonas gotlandica*) was reported to yield higher cell abundances when amended with reduced inorganic sulfur compounds as compared to organic matter (acetate, pyruvate, or peptone) [56] supporting our finding of higher relative abundances of *sox* gene transcripts in the thiosulfate than in the thiosulfate + DOM treatment (see above). This indicates that sulfur oxidizers may not be key players in the DOM catabolism in the deep ocean. However, such labile DOM is not available in the deep ocean and thus, this interpretation requires further investigation as sulfur oxidizers might play a role in catabolizing recalcitrant compounds, as it has been shown with hydrocarbons [57]. Glucose-specific phospho-transferase system/transporter-encoding genes were upregulated (more than 130-fold) and down-regulated in the thiosulfate + DOM and thiosulfate amended communities, respectively (Fig. 2, Table S2). 

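All 3 genes of glucose uptake by the phosphotransferase system rose in Thiosulfate + DOM T72. ptsG, the membrane component that carries glucose into the cell, rose 146-fold (76.4 to 319) on 1070 and 9 reads. crr, the glucose-specific IIA component, rose 5.60-fold (2.43 to 15.0), and ptsI, the first enzyme of the phosphate relay, rose 4.90-fold (3.59 to 6.79) on 204 and 51 reads. The list is the study's own choice on these samples, and its median log2 ratio was 2.48 (2.02 to 4.05), at percentile 99.1.
In Thiosulfate T72, ptsG stood at 1.98-fold (0.835 to 5.04) on 17 and 9 reads and ptsI at 1.15-fold (0.774 to 1.72), and neither passed. crr had 0 reads against 7 in Control T72, at least 2.23-fold lower, with fewer than 20 reads. The direct ratio of the amendments at 72 h was 73.5-fold (45.7 to 127) for ptsG and 4.25-fold (3.15 to 5.82) for ptsI, and at least 12.5-fold for crr. The list median of that ratio was 6.20, or 3.64 with crr at its bound. At 1 h ptsG had risen 19.7-fold (3.22 to 808) in Thiosulfate + DOM T1. ptsG was 346-fold and crr 11.5-fold against the 3 unamended libraries summed, and the list median moved to 4.74 where a member needed 50 reads, which left 2.

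**Figure D2:**
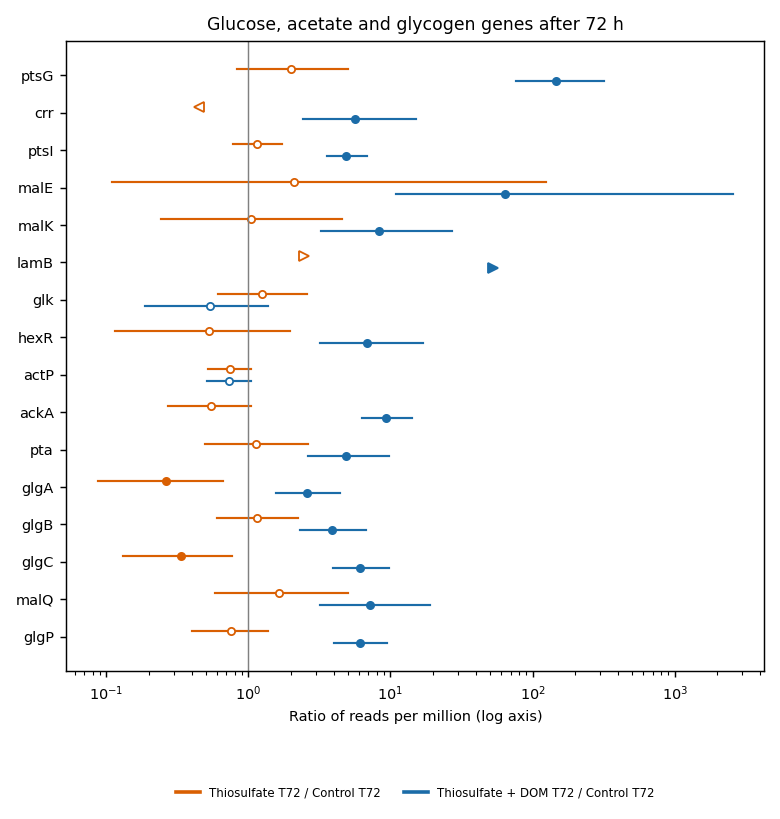
Fold of genes of glucose, maltose, acetate and glycogen use, with lamB as the only outer membrane channel, over the control of the same time (dots, log axis, no unit), with the exact 95% counting interval as a horizontal bar, for both amendments at 72 h. Filled dots passed the rule of size, open dots did not and triangles are bounds, and under thiosulfate + DOM ptsG lies at 146.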

The phospho-transferase system is responsible for the import of glucose and for phosphorylation of glucose molecules [58]. 

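hexR, which encodes a repressor of sugar catabolism genes, rose 6.89-fold (3.21 to 16.9) in Thiosulfate + DOM T72 on 45 and 8 reads. glk, the glucokinase that phosphorylates glucose inside the cell, stood at 0.536-fold (0.186 to 1.38) on 7 and 16 reads and did not pass. In Thiosulfate T72, glk stood at 1.25-fold (0.606 to 2.59) and hexR had 4 and 8 reads, below 20. Of the 2 members of this list from Table S2, 1 rose and none fell, with a median log2 ratio of 0.94 (0.01 to 1.87) between members that lie on opposite sides of 0. Set against Thiosulfate T72, glk stood at 0.430-fold (0.153 to 1.07) and hexR rose 13.1-fold (4.79 to 50.3). In RPM glk was 13.7 in the Natural sample, 16.7 in Control T72 and 8.92 in Thiosulfate + DOM T72. Control T1 lay slightly below the last of these, with 6 of its 700479 reads. The interval of glk over the control includes 1, so a lower level was not detectable at this depth.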

Taken together, the down-regulation of *glk* (glucokinase, K00845) and upregulation of *hexR* gene (K19337), encoding for a *glk* gene repressor (Fig. 2, Table S2), suggests a genetic mechanism to regulate glucose utilization within the cell [59] when excess substrate is available, such as in the thiosulfate + DOM amended community. This glucose transporter was putatively assigned to *Vibrio* sp. and *Moritella* sp. (Table S3) based on amino acid homology identity (BLAST-P)), and the HexR was assigned to Vibrionales and Alteromonadales (Table S3). Additionally, glucose and maltose transporter-encoding genes (*gtsABC* and *malEFGK*) and amino acid transporter-encoding genes (*aapJQMP* and *aotJMQP*) were also upregulated in the thiosulfate + DOM treatment (Fig. 2, Table S2).

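Maltose transporter genes rose in Thiosulfate + DOM T72. malE, the periplasmic binding protein, rose 63.7-fold (10.9 to 2562) on 52 and 1 reads, and malK, the ATPase of the transporter, rose 8.32-fold (3.24 to 27.3) on 34 and 5 reads. The other measured genes of this list, malG and msmX, stayed below 20 reads, and gtsABC had no name that told it apart. Both measured members rose, in a list the study chose on these samples, with a median log2 ratio of 4.52 (3.42 to 5.83).
Among the amino acid transporters, aapJ, the binding protein of the general L-amino acid permease, rose 5.16-fold (4.56 to 5.86) on 1312 and 311 reads. aapQ had 14 and 1 reads, aapM 15 and 2 reads and aapP 6 and 2 reads, all below 20 together. The aot names, a transporter of arginine and ornithine, stood at 1.94-fold (1.13 to 3.38). Of the 2 measured members of this list from Table S2, 1 rose and none fell, with a median of 1.66 (1.28 to 2.05). A single aapJ name carried most of these reads, with 1064 of the 1312 in Thiosulfate + DOM T72 against 17 in Control T72. The malE fold rests on 1 read in Control T72 and was 42.1 against the 3 unamended libraries summed.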

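ackA, the acetate kinase that makes acetyl phosphate from acetate, rose 9.24-fold (6.26 to 14.1) in Thiosulfate + DOM T72 on 219 and 29 reads. pta, the phosphotransacetylase that forms acetyl-CoA from it, rose 4.90-fold (2.63 to 9.80) on 52 and 13 reads. actP, the permease that brings acetate into the cell, stood at 0.735-fold (0.509 to 1.05) on 51 and 85 reads and did not pass. Of these 3 genes, taken from Table S2, 2 rose and none fell, with a median log2 ratio of 2.29 (1.47 to 3.23), at percentile 98.8. At 1 h ackA had risen 3.04-fold (1.29 to 8.26), a call that ended with DESeq2 size factors and without ribosomal proteins in the total, and actP stood at 1.07-fold (0.798 to 1.43). The interval of actP at 72 h reaches up to 1.05-fold, so a small rise is not excluded by counting error.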

Acetate permease (*actP*) and acetate kinase (*ackA*) transcripts were upregulated (1.2- and sevenfold, respectively) in the thiosulfate + DOM amended communities compared to the control (Fig. 2, Table S2). 

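Cysteine synthase (cysK), which makes cysteine and acetate from O-acetylserine and sulfide, rose 2.89-fold (2.55 to 3.29) in Thiosulfate + DOM T72 on 820 and 347 reads. It is the only member of the study's list of cysteine synthesis and export with 20 reads. Set against Thiosulfate T72, cysK was 2.77-fold (2.44 to 3.15) higher and ackA, the acetate kinase, 17.0-fold (10.1 to 31.0), while actP, the acetate permease, stood at 0.992-fold (0.670 to 1.47). At 1 h cysK stood at 1.40-fold (1.14 to 1.72) over the control and at 1.57-fold (1.30 to 1.91) over Thiosulfate T1. In the 3 unamended libraries cysK lay between 211 and 361 RPM, and it reached 1045 in Thiosulfate + DOM T72.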

The upregulation of *actP* and *ackA* coincided with the upregulation of cysteine synthase (*cysK*) by approximately threefold (Fig. 2, Table S2). *cysK* is responsible for the biosynthesis of cysteine and results in the intracellular production of acetate as a by-product [60]. Interestingly, *ackA* transcripts were similar or slightly down-regulated (0.8-fold) in the thiosulfate amended treatment compared to the control (Fig. 2, Table S2). Thus, the higher transcript abundances of the *ackA* gene in the thiosulfate + DOM than in the thiosulfate treatment suggest a control of the utilization of excess acetate via phosphorylation that could otherwise lead to an accumulation of intracellular acetate. 

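ackA, the acetate kinase, stood at 0.542-fold (0.270 to 1.05) in Thiosulfate T72 on 15 and 29 reads and did not pass the rule. pta, its partner in acetate activation, stood at 1.13-fold (0.492 to 2.61) and actP, the permease, at 0.740-fold (0.523 to 1.04). None of the 3 genes of this list from Table S2 rose or fell, with a median log2 ratio of -0.43 (-0.99 to 0.07). At 1 h ackA stood at 2.81-fold (1.19 to 7.63) in Thiosulfate T1. In RPM ackA was 9.99 in Control T1, 30.2 in Control T72 and 16.4 in Thiosulfate T72. The interval includes 1, so neither a lower nor an equal level can be told at this depth.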

An excess of glucose together with the inability to metabolize glycolytic products and acetate may lead to a carbon overflow and even cell death associated with intracellular acidification [61].

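No gene of phospholipid synthesis passed the rule in Thiosulfate T72, and 2 rose in Thiosulfate + DOM T72. Under thiosulfate alone, psd, the phosphatidylserine decarboxylase, stood at 1.51-fold (1.05 to 2.20), pgsA, the phosphatidylglycerophosphate synthase, at 1.18-fold (0.568 to 2.47) and glpK, the glycerol kinase, at 1.15-fold (0.894 to 1.49). The 4 measured genes had a median log2 ratio of 0.38 (-0.03 to 0.84), at percentile 94.4. With DOM, plsC, an acyltransferase of the first steps, rose 2.89-fold (1.38 to 6.49) and dgkA, the diacylglycerol kinase, 2.75-fold (1.14 to 7.32), while psd stood at 1.29-fold (0.870 to 1.93) and glpK at 0.877-fold (0.657 to 1.17). The 5 measured genes had a median of 0.61 (0.07 to 1.35), or 1.21 against the 3 unamended libraries summed. pssA, the phosphatidylserine synthase, which is not on this list, rose 2.18-fold (1.44 to 3.36).
All 4 measured genes of the glycogen list, which holds malQ beside the synthesis genes glgA, glgB and glgC, rose in Thiosulfate + DOM T72. glgC, which makes ADP-glucose, rose 6.12-fold (3.96 to 9.82), glgA, the glycogen synthase, 2.60-fold (1.57 to 4.42), glgB, the branching enzyme, 3.86-fold (2.30 to 6.73) and malQ, a glucanotransferase, 7.17-fold (3.19 to 18.9). Their median was 2.28 (1.79 to 2.68), at percentile 99.2. In Thiosulfate T72, glgC fell to 0.336-fold (0.131 to 0.767) and glgA to 0.262-fold (0.0876 to 0.658) of the control, and glgB stood at 1.15-fold (0.601 to 2.23), with a median of -1.58 (-2.47 to -0.56). The median was -0.51 against the 3 unamended libraries summed and -0.68 with no minimum of reads. Both lists were chosen by the study on these samples.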

Thiosulfate amendment, alone or combined with DOM, stimulated the transcription of phospholipid biosynthesis pathways genes up to twofold (Fig. 2, Table S2), while the availability of DOM additionally stimulated the synthesis of glycogen as an energy reserve (Figs. 2 and 3, Table S2). Additionally, the gene encoding the enzyme responsible for the biosynthesis of the sulfur-containing amino acid cysteine (cysteine synthase-encoding gene *cysK*) was threefold upregulated in the thiosulfate + DOM treatment compared to the unamended communities after 72 h (Fig. 2, Table S2). 

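Genes that supply the sulfide for cysteine rose beside the synthase in Thiosulfate + DOM T72. cysD and cysN, the subunits of the sulfate adenylyltransferase of assimilation, rose 3.50-fold (2.68 to 4.60) and 2.83-fold (2.17 to 3.72). cysJ, the flavoprotein of assimilatory sulfite reductase, rose 3.13-fold (1.98 to 5.08), while cysI, its heme subunit, stood at 0.989-fold (0.529 to 1.83) and cysH, the phosphoadenylyl-sulfate reductase, at 1.03-fold (0.830 to 1.27). Of these 5 genes, a list from Table S2, 3 rose and none fell, with a median log2 ratio of 1.50 (1.00 to 1.77), at percentile 99.6. Over Thiosulfate T72 the median was 1.08 (0.82 to 1.43), with cysD at 3.21-fold (2.47 to 4.20). cysI and cysJ encode parts of one enzyme and their intervals over the control do not overlap.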

The assimilation of sulfate and thiosulfate generally leads to the biosynthesis of sulfur-containing amino acid [62]. Genes involved in glutathione (sulfur-containing antioxidant) biosynthesis were weakly upregulated (1.5-fold) in the thiosulfate amended treatment and up to 5.5-fold in the thiosulfate + DOM amendment (Fig. 2, Table S2). 

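Both genes of glutathione synthesis rose in Thiosulfate + DOM T72. gshB, the glutathione synthetase of the second step, rose 8.44-fold (5.19 to 14.5) on 131 and 19 reads. gshA, the glutamate-cysteine ligase of the first step, rose 2.32-fold (1.61 to 3.38) on 89 and 47 reads. In Thiosulfate T72 neither passed, with gshB at 1.38-fold (0.730 to 2.65) and gshA at 0.781-fold (0.489 to 1.24). Directly against Thiosulfate T72, gshB was 6.12-fold (3.97 to 9.80) and gshA 2.97-fold (1.99 to 4.52) higher. At 1 h gshB stood at 1.34-fold (0.579 to 3.27) and gshA at 2.12-fold (1.17 to 4.02) with DOM. In RPM gshB lay between 14.3 and 19.8 in the unamended libraries and at 167 in Thiosulfate + DOM T72. gshB stands on the study's list of oxidative stress and glutathione, and gshA is named here since the pathway holds it.

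**Figure D3:**
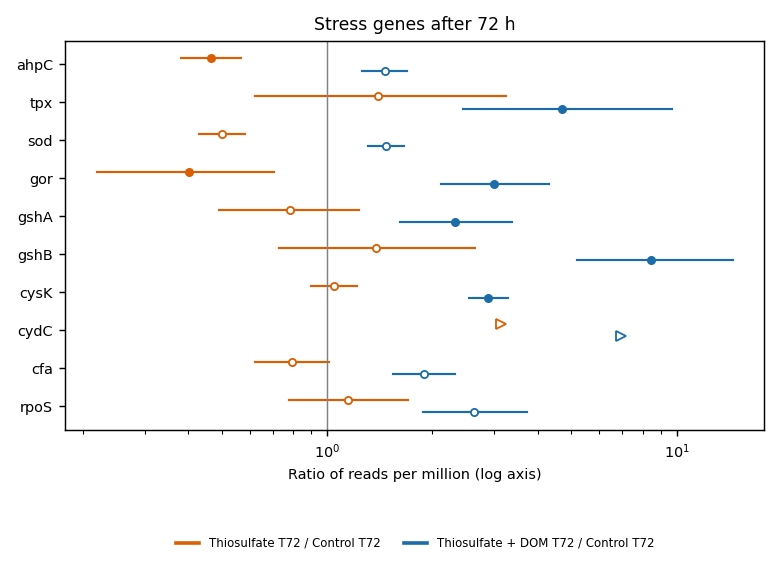
Fold of genes of oxidative stress, glutathione and cysteine over the control of the same time (dots, log axis, no unit), with the exact 95% counting interval as a horizontal bar, for both amendments at 72 h. Filled dots passed the rule of size, open dots did not and triangles are bounds, and gshB lies at 8.44 under thiosulfate + DOM and at 1.38 under thiosulfate.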

The respiratory chain can contribute up to 87% of the total intrinsic H_2_O_2_ production in aerobic bacteria [63]. Oxidation of glucose [64] and acetate [65] can contribute to the H_2_O_2_ production in bacteria [66]. Thus, elevated glutathione biosynthesis in the DOM-amended communities may help the cells to adapt to oxidative stress scenarios [67]. Additionally, superoxide dismutase-Fe (*sod*) and glutathione reductase (*gr*) transcripts were 1.5-fold and 2.4-fold upregulated, respectively, in the thiosulfate + DOM treatment as compared to unamended communities (Fig. 2A, Table S2). 

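gor, the glutathione reductase that keeps glutathione reduced (gr in the paper), rose 3.00-fold (2.12 to 4.30) in Thiosulfate + DOM T72 on 115 and 47 reads. Superoxide dismutase (sod), which turns superoxide into hydrogen peroxide, stood at 1.48-fold (1.31 to 1.66) on 629 and 522 reads, under the required fold but with an interval above 1. Of the 6 measured genes of oxidative stress and glutathione, a list the study chose on these samples, 3 rose, none fell and 3 did not pass, with a median log2 ratio of 1.49 (1.15 to 1.83), at percentile 99.7.
In Thiosulfate T72, gor fell to 0.402-fold (0.219 to 0.705) of the control and sod, within its interval of 0.428 to 0.583, did not pass. There 2 of the 6 fell and none rose, with a median of -0.40 (-0.85 to -0.18). Over Thiosulfate T72, 5 of the 6 rose, gor by 7.46-fold (4.52 to 13.0) and sod by 2.95-fold (2.54 to 3.43), and the median was 1.70 (1.51 to 2.14). Summing the reads of the list lowers its value over Control T72 to 0.83, since sod and ahpC hold most of them.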

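tpx, a thiol peroxidase, rose 4.69-fold (2.45 to 9.73) in Thiosulfate + DOM T72 on 46 and 12 reads. ahpC, the peroxidase subunit of alkyl hydroperoxide reductase, stood at 1.46-fold (1.26 to 1.69) on 403 and 338 reads and did not pass. Names given as peroxiredoxin, a separate sum, lay lower with DOM, at 117 reads in Thiosulfate + DOM T72 and 263 in Control T72. cydC, a subunit of the exporter of cysteine and glutathione, had 17 and 0 reads, at least 6.94-fold higher but under 20 reads, and its partner cydD had 7 and 0 reads. In Thiosulfate T72, ahpC fell to 0.465-fold (0.381 to 0.566), a call that ended with DESeq2 size factors, the Table S2 totals and the total without the 10 most abundant names. tpx stood at 1.40-fold (0.621 to 3.24) there and cydC at least 3.15-fold on 9 reads. Over Thiosulfate T72 ahpC was 3.14-fold (2.59 to 3.81) higher and tpx 3.36-fold (1.87 to 6.35). cydC had 7.99 RPM in the Natural sample, so its absence from Control T72 is not shared by all unamended libraries.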

A 2, 3, and ninefold enrichment of cysteine-based peroxidase encoding *ahpC* and *tpx* genes and cysteine exporter (*cyd*C), respectively, were observed in the thiosulfate + DOM treatment compared to the unamended control, suggesting an important role of this amino acid in the detoxification of H_2_O_2_ as previously reported [68]. Cyclopropanate membrane lipids can also participate in the cell´s response against oxidative stress and extremely acidic pH conditions [69]. The prokaryotic community amended with thiosulfate + DOM was 1.3-fold enriched in cyclopropane-fatty-acyl-phospholipid synthase (*cfas*) transcripts compared to the unamended community (Fig. 2, Table S2). 

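Cyclopropane-fatty-acyl-phospholipid synthase (cfa, cfas in the paper), which modifies unsaturated membrane lipids, stood at 1.89-fold (1.54 to 2.31) in Thiosulfate + DOM T72 on 248 and 161 reads, just under the required fold. Directly over Thiosulfate T72 it was 2.37-fold (1.90 to 2.97) higher. Of the 5 measured genes of fatty acid synthesis and modification, a list from Table S2, 1 rose and none fell, with a median log2 ratio of 0.68 (0.28 to 1.00), at percentile 95.5. The gene that rose was fabV, an enoyl reductase, by 2.34-fold (1.36 to 4.11), while fabI, another enoyl reductase, stood at 0.892-fold (0.658 to 1.21) and the stearoyl-CoA desaturase (SCD) at 1.60-fold (1.17 to 2.19). Against the 3 unamended libraries summed the median was 1.43.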

Acetate is not only used to synthesize acetyl-coA in the central metabolism, but it can also dissociate, generating protons or disturb the cellular osmolarity, and causing an acidic environment [70]. Consequently, during acetate-induced stress, cells may change the membrane permeability by stimulating the synthesis of specific fatty acids, such as the above-mentioned cyclopropane fatty acids. Moreover, the σ^38^ transcription factor that controls *cfas* gene transcription during stress [71] was also up-regulated in the thiosulfate + DOM amended community (Table S2). Thus, anti-stress factor-related genes were up-regulated in the thiosulfate + DOM treatment (the *z*-score value of the ‘stress and virulence’ category was twofold the *z*-score of the other samples, Fig. 3).

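rpoS, the sigma factor of the general stress response and stationary phase, stood at 2.63-fold (1.88 to 3.72) in Thiosulfate + DOM T72 over Control T72 on 114 and 53 reads. It did not pass the rule, since its 145 RPM in that library lay below the 169 of the Natural sample. Control T1 held 104 RPM and Control T72 55.2. In Thiosulfate T72 rpoS stood at 1.15-fold (0.777 to 1.70), and the direct ratio of the amendments was 2.29-fold (1.66 to 3.20). At 1 h it stood at 1.21-fold (0.892 to 1.65) with DOM and 0.588-fold (0.410 to 0.840) with thiosulfate alone. With all unamended libraries summed as the control, the value at 72 h with DOM was 1.35-fold.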

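Of the 9 genes of stress and virulence that could be measured, 8, among them gor, gshB, sod, ahpC and tpx, had their highest value in Thiosulfate + DOM T72, and rpoS had it in the Natural sample. Their median z-score, which sets each gene's value against its mean over the 7 libraries, was 1.95 (1.88 to 2.17) there, with the 95% interval of the median over genes in parentheses. In Thiosulfate T72 it was -0.56 (-0.70 to -0.38) and in Control T72 -0.00 (-0.36 to 0.31). The other 4 libraries lay between -0.49 for the Natural sample and -0.20 for Thiosulfate + DOM T1. The study chose these genes on these samples, and genes are not replicates, so no test was made.
In Thiosulfate + DOM T72 the medians of the other categories were 2.22 over 17 genes of glucose and acetate metabolism, 2.00 over 21 of nitrogen and phosphorus metabolism, 1.98 over 18 of energy reserve and 1.23 over 42 of motility and communication. For the 33 genes of sulfur, carbon and energy the value in Thiosulfate T72, 0.92 (0.59 to 1.18), was higher than the 0.73 (0.45 to 1.03) with DOM, with intervals that overlap.

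**Figure D4:**
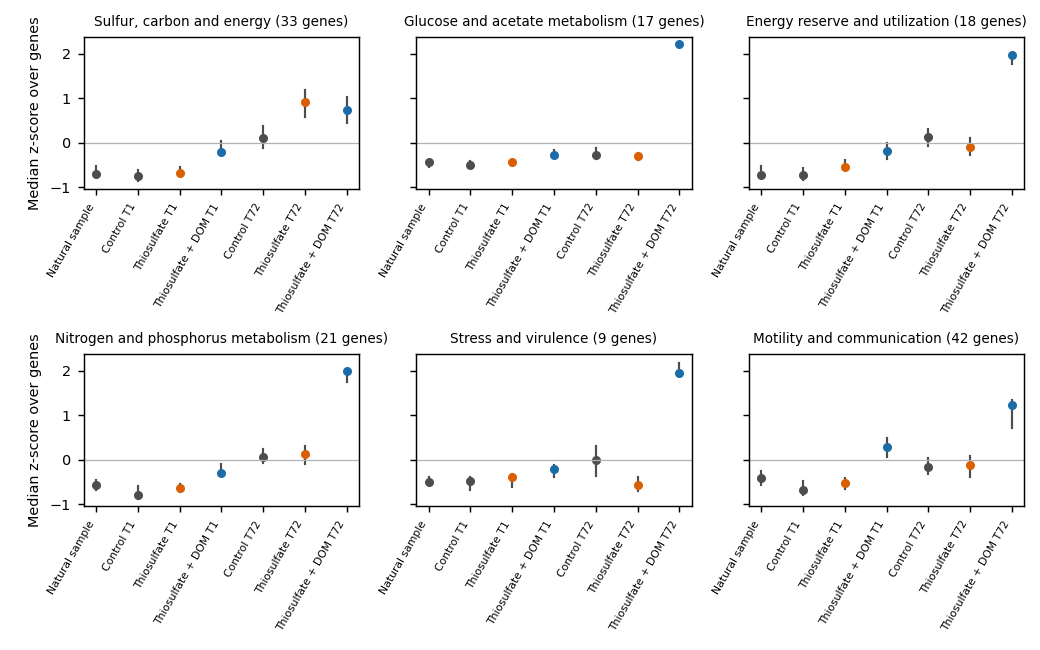
Median z-score per category (vertical axis, standard deviations over the 7 libraries) in each library, with the 95% interval of the median over genes as a vertical bar. Stress and virulence lies at 1.95 in Thiosulfate + DOM T72 and between -0.56 and -0.00 in the others.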

**Fig. 3:**
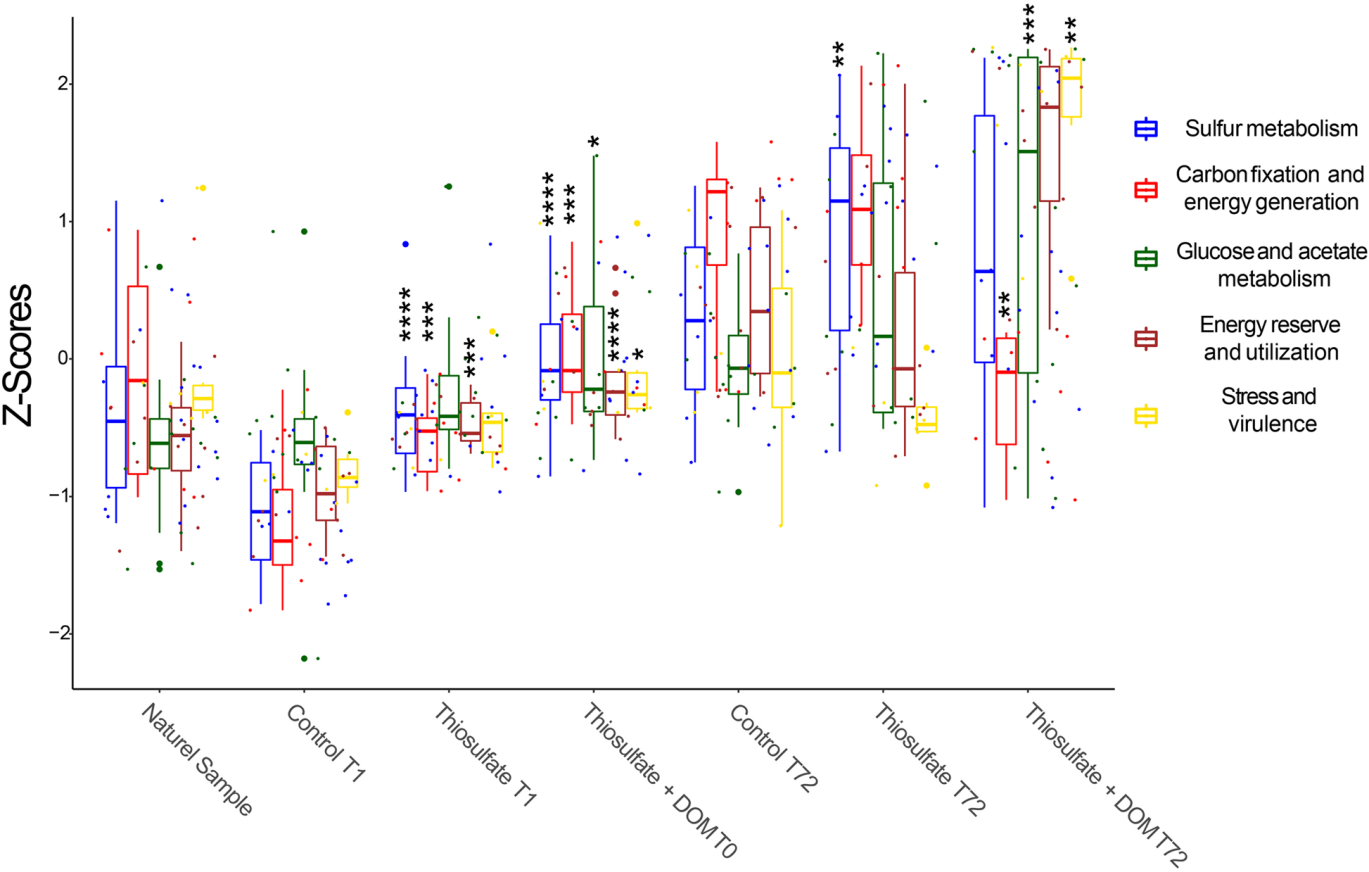
Comparison of z-scores between five selected metabolic categories depicted by color codings, i.e., blue, red, green, maroon, and yellow. Box plot showing the distribution of relative transcript expression data and their interquartile ranges in each sample. Median value of all transcripts expression in each sample is depicted in the form of a horizontal line in every box plot. Significance is indicated by asterisks, i.e., control at T1 and T72 *versus* treatments

Overall, an episodic availability of energy sources not only promotes and temporarily sustains microbial communities but also supports energy storage (Fig. 4). 

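After 72 h, soxY and soxC, genes of the multi-enzyme Sox pathway, held 41.5 and 28.4 RPM in the thiosulfate library, against 13.5 and 4.17 in the control and 3.42 and 10.3 in the Natural sample. soxB had the same 28.4 as soxC with thiosulfate and 7.29 in the control. soxA was the most abundant of the group, at 57.9 against 30.2. With the reads summed over the 5 sox genes that had 20 reads, of a list from Table S2, the library with thiosulfate held 2.45-fold (1.83 to 3.29) the share of Control T72. The 2 hydrogenase genes hyaA and hyaB, also from Table S2, gave 1.25-fold (0.905 to 1.73) when summed, an interval that includes 1. hyaB held 19.7 RPM with thiosulfate and 10.2 with thiosulfate + DOM, and none in the Natural sample.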

Figure 4 summarises our observations where thiosulfate amendment resulted in an up-regulation of the electrogenic multi-enzyme Sox pathway and hydrogenase complex system. A stimulation of sulfur oxidation also promoted sulfur-containing amino acid biosynthesis. 

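With thiosulfate alone, cysteine synthase (cysK) stood at 1.05-fold (0.898 to 1.22) after 72 h on 346 and 347 reads. Of the 5 genes of assimilatory sulfate reduction, which provide reduced sulfur for amino acids, none passed at that time. cysN stood at 1.33-fold (0.987 to 1.81), cysD at 1.09-fold (0.785 to 1.51), cysJ at 1.01-fold (0.566 to 1.80), cysI at 1.09-fold (0.612 to 1.94) and cysH at 0.562-fold (0.439 to 0.717), with a median log2 ratio of 0.12 (-0.36 to 0.47). After 1 h of thiosulfate 3 of these 5 genes fell and none rose. cysD fell to 0.364-fold (0.216 to 0.599), cysN to 0.424-fold (0.283 to 0.629) and cysJ to 0.458-fold (0.234 to 0.871) of Control T1, and the median was -1.13 (-1.46 to -0.40), at percentile 0.220. The genes are a list from Table S2, chosen on these samples.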

Autotrophic CO_2_ fixation pathway genes of the reductive TCA and Calvin cycle were detected, the latter pathway was not up-regulated. however. 

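Transcripts of both carbon fixation cycles were found in all 7 libraries. acl, the ATP citrate lyase of the reductive TCA cycle, held 11.4 RPM in the Natural sample, 16.7 in Control T72, 49.1 in Thiosulfate T72 and 39.5 in Thiosulfate + DOM T72, where it had risen 2.37-fold (1.26 to 4.64). korA, its 2-oxoglutarate oxidoreductase, was more abundant at 299 in Control T72 and 346 with thiosulfate. With DOM, korA stood at 0.968-fold (0.810 to 1.16), korB at 0.827-fold (0.668 to 1.02) and frd at 1.12-fold (0.903 to 1.39), so that 1 of the 4 genes of this list from Table S2 rose, with a median log2 ratio of 0.06 (-0.13 to 0.26). rbcL, the RuBisCO large subunit of the Calvin cycle, held 1385 RPM in the Natural sample, 1312 in Control T72 and 827 in Thiosulfate T72. Its names without a chloroplast label held 745, 465 and 654 in the same libraries. Control T1 lay below Thiosulfate T72 in both values, with 506 and 293 of its 700479 reads. After 1 h of thiosulfate the Calvin list had a median of 0.42 (0.02 to 0.87).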

Whether acetyl-CoA resulting from the reductive TCA cycle can fuel fatty acid biosynthetic pathway requires detailed experiments that were not conducted in this study.

**Fig. 4:**
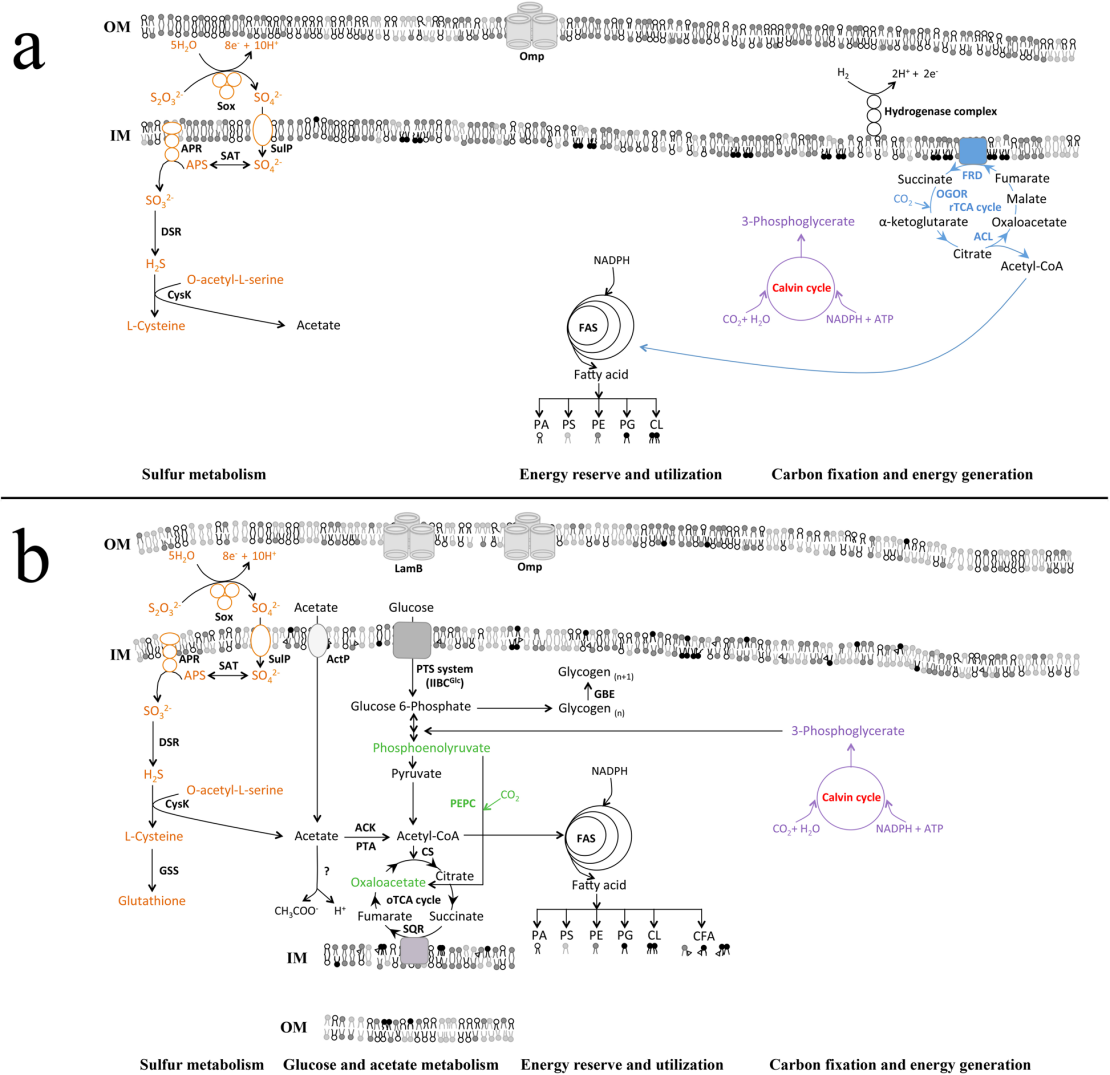
Summary of key metabolic processes in selected bathypelagic prokaryotic communities amended with **A** thiosulfate and **B** thiosulfate + DOM. Red font indicates lower transcript abundance in the amended communities as compared to unamended communities. Metabolic pathways drawn in brown belong to the sulfur utilization pathways. Blue plotted pathways are part of the reductive TCA (tricarboxylic acid) cycle. Purple is used to depict biochemical reactions from the Calvin Benson cycle. Green is used to represent reactions involved in the anaplerotic carbon fixation. Gene abbreviations: *ACK* Acetate kinase, *ACL* ATP citrate lyase, *ActP* Acetate permease, *Apr* Adenylylsulfate reductase, *CFA* Cyclopropane fatty acid, *CL* Cardiolipin, *CS* Citrate synthase, *CysK* Cysteine synthase, *DSR* Dissimilatory-type sulfite reductase, *FAS* Fatty acid biosynthesis, *FRD* Fumarate reductase, *GBE* Glycogen branching enzyme, *GSS* Glutathione synthetase, *IM* Inner membrane, *LamB* Maltoporin, *OGOR* 2-Oxoglutarate:ferredoxin oxidoreductase, *OM* Outer membrane, *OMP* Outer membrane protein, *oTCA cycle* Oxidative tricarboxylic acid cycle, *PA* Phosphatidic acid, *PE* Phosphatidylethanolamine, *PEPC* Phosphoenolpyruvate carboxylase, *PG* Phosphatidylglycerol, *PS* Phosphatidylserine, *PTA* Phosphate acetyltransferase, *PTS* system, glucose-specific IIBC component, *rTCA* Reductive tricarboxylic acid cycle, *SAT* Sulfate adenylyltransferase, *Sox* Sulfur oxidation protein, *SQR* Succinate-ubiquinone oxidoreductase, *SulP* Sulfate transporter

Acetate and glucose as carbon sources were imported by respective transporters, i.e., the ActP and PTS system (Fig. 4). Major outer membrane protein (Omp) and maltoporin (LamB) genes were upregulated in the thiosulfate + DOM treatment. 

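Outer membrane channels rose together in Thiosulfate + DOM T72. lamB, the maltoporin through which maltose and glucose pass, had 129 and 0 reads, at least 52.6-fold higher. Names for porins of no stated kind rose 3.79-fold (3.39 to 4.25). nmpC, another porin, rose 9.84-fold (6.58 to 15.3), and tolC, the outer membrane channel of export systems, 2.45-fold (1.57 to 3.90). Of the 3 measured genes of this list, chosen by the study on these samples, all rose, with a median log2 ratio of 3.30 (2.75 to 3.94), at percentile 99.5. In Thiosulfate T72, nmpC rose 2.10-fold (1.30 to 3.46), a call that ended with DESeq2 size factors, the unspecified porins stood at 0.483-fold (0.404 to 0.576) and lamB had 7 and 0 reads. Over Thiosulfate T72, lamB was 21.5-fold (10.1 to 54.6) higher. Porins were 7.09-fold against the 3 unamended libraries summed.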

Glucose may get imported into the periplasmic space via Omp or LamB, however, it is the phosphoenolpyruvate (PEP)-sugar phosphotransferase (PTS) system that controls the preferential transport of glucose over other carbon sources. 

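In RPM, the glycogen genes glgC, glgA and glgB held 159, 65.0 and 80.3 in Thiosulfate + DOM T72, against 26.0, 25.0 and 20.8 in Control T72. Some had moved within 1 h of thiosulfate + DOM. glgC rose 4.05-fold (1.78 to 10.8) and glgB 2.76-fold (1.42 to 5.75), while glgA, the synthase itself, fell to 0.367-fold (0.127 to 0.957) of Control T1. malQ rose 2.47-fold (1.02 to 6.86), a call that ended under TMM and under 4 other scalings. Of the 4 members of this list from Table S2, 3 rose and 1 fell at that time, with a median log2 ratio of 1.38 (0.68 to 2.11). glgP, the phosphorylase that breaks glycogen down and is not on that list, rose 6.08-fold (4.03 to 9.48) at 72 h with DOM, so genes of synthesis and of breakdown rose together.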

Thiosulfate + DOM amendment stimulated glycogen biosynthesis transcripts (Fig. 2A). Thiosulfate + DOM amendment also promoted the enrichment of *pepc* transcripts. 

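ppc, the gene of this carboxylase, held 210.3 RPM in Thiosulfate + DOM T72. In the unamended libraries it lay at 26.2 in the Natural sample, 32.8 in Control T1 and 37.5 in Control T72, and under thiosulfate alone at 27.3. At 1 h with DOM it held 62.9. pyc, the pyruvate carboxylase, lay at 53.5 in Thiosulfate + DOM T72 and 76.0 in Control T72. The reads of both carboxylases summed, a list from Table S2, gave 2.32-fold (1.83 to 2.96) over Control T72. Over Thiosulfate T1, ppc had risen 2.33-fold (1.44 to 3.87) by 1 h, a call that ended with TMM, DESeq2 size factors and the Table S2 totals.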

Phosphoenolpyruvate carboxylase enrichment points to the importance of the anaplerotic reactions of DIC fixation, which can also replenish Krebs cycle intermediates in the thiosulfate + DOM treatment as compared to the thiosulfate amendment.

Acetate utilization is controlled by the PTA-ACK (phosphotransacetylase—acetate kinase) pathway (Fig. 4). The protonated form of acetate can easily diffuse across the cell membrane; however, the inner membrane contains cation/acetate symporter ActP selectively transporting acetate into the cell. Acetyl-CoA originating from glucose or acetate not only generates energy by operating the oxidative TCA cycle but also participates in fatty acid biosynthesis (that also produces energy by releasing ATP upon catabolism). 

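The phospholipid genes that rose with DOM at 72 h, plsC and dgkA, held 33.1 and 22.9 RPM in that library and 16.4 and 4.37 in the thiosulfate library, against 11.5 and 8.33 in Control T72. Under thiosulfate alone plsC stood at 1.43-fold (0.614 to 3.44) and pssA, the phosphatidylserine synthase, at 0.765-fold (0.448 to 1.29). pgsA, which makes the precursor of phosphatidylglycerol, stood at 1.53-fold (0.753 to 3.16) with DOM. Directly over Thiosulfate T72, plsC was 2.02-fold (1.03 to 4.11) higher, a call that ended under 5 of the 6 other scalings, and dgkA 5.25-fold (1.73 to 21.3). At 1 h the 2 measured genes of the study's list had median log2 ratios of 0.11 (-0.35 to 0.55) with thiosulfate and 0.48 (0.05 to 0.93) with DOM, and none passed.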

In fact, phospholipid biosynthetic pathways were stimulated in both amendments, suggesting that this type of carbon/energy storage is common in chemoautotrophs and heterotrophs. 

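cfa, the synthase of cyclopropane fatty acids, held 316 RPM in Thiosulfate + DOM T72, above the 168 of Control T72, the 95.6 of Control T1 and the 79.9 of the Natural sample. At 1 h with DOM it had risen 2.12-fold (1.59 to 2.84), a call that ended with TMM, DESeq2 size factors, the Table S2 totals and the total without the 10 most abundant names. With thiosulfate alone it stood at 0.795-fold (0.623 to 1.01) after 72 h and at 1.29-fold (0.950 to 1.77) after 1 h. fadA, a thiolase of fatty acid breakdown, stood at 1.44-fold (1.16 to 1.80) in Thiosulfate + DOM T72, and neither cfa nor fadA passed the rule over that control.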

Thiosulfate + DOM-amendment additionally promoted overexpression of the cyclopropane fatty acid-encoding gene. 

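With thiosulfate + DOM, both subunits of RuBisCO, the enzyme that makes 3-phosphoglycerate in the Calvin cycle, lay below Control T72 after 72 h. rbcL stood at 0.519-fold (0.468 to 0.575) on 534 and 1260 reads, and its names without a chloroplast label at 0.731-fold (0.626 to 0.853). rbcS stood at 0.502-fold (0.302 to 0.811) on 25 and 61 reads, and neither fell by the rule. The pair, a list from Table S2, had a median log2 ratio of -0.97 (-1.34 to -0.65), at percentile 1.77. prk, the phosphoribulokinase, stood at 1.47-fold (1.08 to 2.00), or 2.52-fold against the 3 unamended libraries summed. Directly over Thiosulfate T72, rbcL stood at 0.824-fold (0.736 to 0.921) and prk at 0.728-fold (0.558 to 0.945). In the same library 4 of 6 marker genes of photosynthesis fell, with a median of -1.21 (-1.64 to -1.02), and 5 of 7 marker genes of eukaryotes fell, of which the call of TUBB ended with DESeq2 size factors and the Table S2 totals, with a median of -1.42 (-1.93 to -0.88).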

Calvin cycle genes that were less represented in our experiments compared to the control samples should produce 3-phosphoglycerate that can be channeled into the glycolytic pathway.

## Conclusions

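Of 5611 protein names with 20 reads, 212 rose and 275 fell in Thiosulfate T72, where libraries simulated without any change gave 38.1 and 41.7 on average. That simulation holds no spread between bottles, and unamended libraries also differed by the rule. For them it is looser, since a value has to lie beyond the other unamended libraries only. Control T1 over the Natural sample gave 295 names higher and 478 lower, and Control T72 over Control T1 gave 1551 and 281. Names were ranked where they rose or fell and had at least 50 reads, and some names with fewer reads rose further than several of those ranked. In Thiosulfate T72 the 12 largest of the ranked folds held names of APS reductase, RuBisCO, dissimilatory sulfite reductase and SoxA beside actin-5c, an animal name. Among them, ROK family protein, a sugar kinase or regulator, rose 3.79-fold (2.02 to 7.64) and bacterial dnaA protein, the initiator of replication, 3.20-fold (1.93 to 5.51). The 12 smallest held catalase-peroxidase 2, which fell to 0.0198-fold (4.92e-04 to 0.115) of the control, names of photosystem II, and the alpha chain of succinyl-CoA synthetase at 0.0572-fold (0.0257 to 0.111). Arginine kinase 1, an animal protein, fell to 0.133-fold (0.0513 to 0.294).
Lists of energy metabolism fixed here did not pass as groups. Of the 8 genes of the F-type ATP synthase none rose or fell, with a median log2 ratio of -0.19 (-0.31 to 0.07). The terminal oxidases had a median of -0.22 (-0.43 to -0.05), and the 32 bacterial ribosomal proteins one of -0.09 (-0.13 to -0.04), whose sign turns with DESeq2 size factors. The 4 genes of cell division and replication had a median of 0.21 (0.05 to 0.38), at percentile 97.3, and the 8 chaperones one of -0.36 (-0.41 to -0.25). Marker genes of eukaryotes had a median of -0.57 (-0.84 to -0.39) in the same library, with 1 of 7 lower. Shares of reads say nothing of the total activity of a bottle.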

Bathypelagic prokaryotic communities responded to thiosulfate addition by increased metabolic activity and expression of genes supporting energy production. However, the response varied based on whether DOM was also added. 

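After 72 h, more names passed the rule in the thiosulfate + DOM library than in the thiosulfate library. Of 5802 names with 20 reads, 870 rose and 227 fell in Thiosulfate + DOM T72, against 40.6 and 38.5 in simulated libraries without change. Among unamended libraries, by the looser rule with a range of the other unamended libraries, Control T72 over Control T1 gave 1551 higher and 281 lower. Control T1 over the Natural sample gave 295 and 478. Set directly against Thiosulfate T72, 879 names rose and 106 fell in Thiosulfate + DOM T72. Both amendments shared 56 names that rose and 73 that fell at 72 h. The 5055 names tested in both would share at most 36.5 and 12.3 if the calls were independent, a bound that also counts calls on names outside the 5055. Simulated libraries that share the control gave 3.30 and 3.55. Among the 56 are names of APS reductase, form I RuBisCO, dissimilatory sulfite reductase, AapJ and flagellar proteins. Among the 73 are names of photosystem II, mitochondrial cytochrome oxidase, tubulin and ubiquitin. Only 8 names moved in opposite directions.
With DOM, maltoporin was at least 45.3-fold higher, acetolactate synthase isozyme III small subunit, of branched-chain amino acid synthesis, at least 40.0-fold and nitrite reductase NADPH, of nitrogen assimilation, at least 25.7-fold. Of the 8 F-type ATP synthase genes 4 rose, led by atpE, a subunit of the membrane rotor, at 5.75-fold (4.29 to 7.82), with a list median of 0.84 (0.67 to 0.96). Of 9 glycolysis genes 2 rose, pgi 2.42-fold (1.84 to 3.20) and gapA 2.21-fold (2.04 to 2.40), with a median of 0.76 (0.64 to 0.92). Both lists were fixed here.

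**Figure D5:**
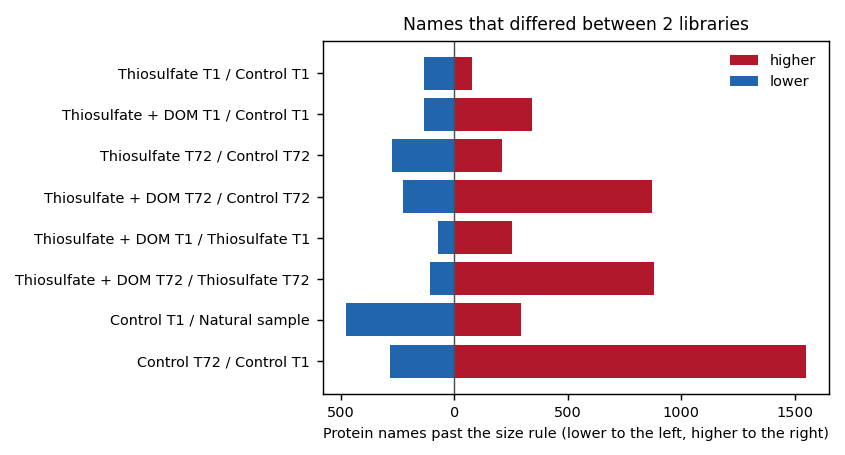
Number of protein names that rose or fell by the rule of size (horizontal bars from 0, lower to the left and higher to the right). Shown are the amended libraries over the control of the same time and the amendments against each other. Control T1 over the Natural sample and Control T72 over Control T1 are shown too, with the range taken over the other unamended libraries only. Thiosulfate + DOM T72 has 870 names higher and 227 lower, Thiosulfate T72 has 212 and 275.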

While chemoautotrophic DIC fixation was stimulated after the addition of thiosulfate, the availability of DOM stimulated anaplerotic DIC fixation. Taken together, our results point to the potential not only for chemoautotrophy but also for anaplerotic DIC fixation in deep-sea prokaryotes, particularly in nutrient-rich microenvironments such as marine snow, where thiosulfate, as well as organic matter, might be readily available. Additionally, the results suggest the interconnectivity between auto- and heterotrophic cells through the release of organic and inorganic metabolites.

### Supplementary Information

**Additional file 1: Figure S1.** A natural prokaryotic community collected from 2000 m depth in the North Atlantic.

**Additional file 2: Table S1. **Physicochemical and biological characteristics of the LSW at the sampling location.

**Additional file 3: Table S2. **Normalized transcript abundance from microbial communities in non-amended (control) and amended (Thiosulfate, Thiosulfate+DOM) communities.

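Table S2 lists RPM for genes by KEGG identifier, and 141 of these genes could be found by protein name in the deposited counts. Of those with 20 reads, 9 rose and 4 fell among 105 in Thiosulfate T72, and 49 rose and none fell among 118 in Thiosulfate + DOM T72. At 1 h, 1 rose and 8 fell among 85 with thiosulfate, and 13 rose and 2 fell among 94 with DOM. The 9 that rose with thiosulfate at 72 h include soxB, soxC, soxY, dsrB and fliK, and the 4 that fell are glgA, glgC, gor and ahpC. Over these genes, values from the counts and from Table S2 had a Spearman correlation between 0.794 in Thiosulfate + DOM T72 and 0.827 in Control T1. The log2 folds at 72 h had a Pearson correlation of 0.770 over 98 genes with thiosulfate and 0.848 over 108 with DOM. Both are correlations across genes, which are not independent replicates. Between 0% and 5.67% of the genes had the same reads within 1%, so the names and the KEGG identifiers are separate annotations of the reads. Reads found by name were a median of 0.398 to 0.448 times the reads per gene that Table S2 implies. Fewer reads were thus found by name than by KEGG identifier for most genes, and whether they are the same reads was not tested. The linear Pearson correlation of the values was 0.468 to 0.806. The paper's table implies library totals from 486800 to 875010 reads.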

**Additional file 4: Table S3a. **Relative taxonomic abundance of microbial communities expressing genes (presented here in form of KOs or KEGG identifiers) in non-amended (control) water sample after one hour incubation in the dark at in situ temperature i.e. T1.** Table S3b. **Relative taxonomic abundance of microbial communities expressing genes (presented here in form of KOs or KEGG identifiers) in thiosulfate amended water sample after one hour incubation in the dark at in situ temperature i.e. T1.** Table S3c. **Relative taxonomic abundance of microbial communities expressing genes (presented here in form of KOs or KEGG identifiers) in Thiosulfate+DOM amended water sample after one hour incubation in the dark at in situ temperature i.e. T1.

**Additional file 5. **Supplementary text.

## Data Availability

The GEO accession ID is GSE136729 including the seven metatranscriptome datasets (GSM4056809-GSM4056815).

# Supplementary material for: Interplay between autotrophic and heterotrophic prokaryotic metabolism in the bathypelagic realm revealed by metatranscriptomic analyses
**Source:** Microbiome. 2023 Nov 4;11:239. doi: 10.1186/s40168-023-01688-7
**Supplement:** Supplementary file 6 — Additional file 5. Supplementary text.

Supplementary text

Interplay between autotrophic and heterotrophic prokaryotic metabolism in the bathypelagic realm revealed by metatranscriptomic analyses

Abhishek Srivastava^{1,9*}, Daniele De Corte^{2,7}, Juan AL Garcia^{1,8}, Brandon K. Swan³,
Ramunas Stepanauskas⁴, Gerhard J. Herndl^{1,5}, Eva Sintes^{6#}

37

38 **Short title: Metatranscriptomic analyses of bathypelagic waters**

39

40

41

42

43

44

45

46

47

48

49

50

51

52

53

54

55

56

57

58

59

60

61

62

63

64

65

66

67

Supplementary highlights of other interesting metabolic features in metatranscriptomes data

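Amino acid transporter genes did not pass the rule in Thiosulfate T72. aapJ, the binding protein of the general L-amino acid permease, stood at 1.34-fold (1.15 to 1.56) on 398 and 311 reads, and the aot names, the arginine and ornithine transporter, at 0.917-fold (0.486 to 1.72). The median log2 ratio of these 2 members of a list from Table S2 was 0.15 (-0.32 to 0.57). A single name, general L-amino acid-binding periplasmic protein AapJ, rose 4.01-fold (2.32 to 7.30) with thiosulfate and 76.6-fold (47.6 to 132) with thiosulfate + DOM. urtA, the binding protein of urea uptake, stood at 0.648-fold (0.454 to 0.917) with thiosulfate and rose 2.61-fold (2.02 to 3.40) with DOM. Over Thiosulfate T72, aapJ was 3.85-fold (3.44 to 4.32) higher with DOM. At 1 h aot had risen 2.71-fold (1.26 to 6.48) with DOM, a call that ended with DESeq2 size factors.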

In order to incorporate nitrogen-based nutrients, amino acid transporter subunits-encoding transcripts were upregulated subtle in thiosulfate alone treatment and strongly in thiosulfate+DOM amendment (Table S2). Importantly, the L-amino acid transporter AapJQMP can both, import and export amino acids [1]. Upregulation of this feature suggests not only microbial self-nourishment but also community sustenance. Transcription of leucyl aminopeptidase-encoding gene (*pepA*) and of the leucine-responsive regulatory protein-encoding gene (*lrp*) was upregulated by 1.6-fold and nearly five-fold, respectively, in the thiosulfate+DOM treatment (Table S2). 

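lrp, the leucine-responsive regulator of amino acid metabolism, rose 7.52-fold (3.35 to 19.8) in Thiosulfate + DOM T72 on 43 and 7 reads. pepA, the leucyl aminopeptidase that frees amino acids from peptides, stood at 1.97-fold (1.61 to 2.42) on 253 and 157 reads, just under the required fold. Directly over Thiosulfate T72, pepA was 2.14-fold (1.73 to 2.65) higher, a call that ended with the Table S2 totals and without the 10 most abundant names in the total. tyrR, a regulator of aromatic amino acid genes, rose 3.21-fold (1.37 to 8.39). argG, of arginine synthesis, stood at 1.91-fold (1.64 to 2.23). At 1 h pepA stood at 1.89-fold (1.37 to 2.64) with DOM. lrp is the single member of its list from Table S2, at percentile 93.5.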

Lrp is a global transcriptional regulator that detects the environmental nutritional status and regulates the expression of genes involved in various metabolic functions, including nutrient transport and motility [2]. Interestingly, *lrp* was also two-fold upregulated in the thiosulfate-amended treatment. Furthermore, the genes encoding the exo- and/or ectoenzymes lipase, thermolabile hemolysin, alkaline phosphatase, alpha-amylase, beta-glucosidase and leucyl aminopeptidase (Fig. 2, Table S2) were upregulated (1.5- to 54-fold compared to the control) in the thiosulfate+DOM amended communities and were putatively assigned to members of Gammaproteobacteria (*Vibrionales* and *Pseudoalteromonas*).

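lrp, the leucine-responsive regulator, had 1 and 7 reads in Thiosulfate T72 and Control T72, 0.150-fold (0.00332 to 1.17), with fewer than 20 reads in both together. In Thiosulfate T1 and Control T1 it had 1 and 5 reads, 0.145-fold (0.00308 to 1.30). In RPM it was 1.09 in Thiosulfate T72, 7.99 in the Natural sample and 54.8 in Thiosulfate + DOM T72. tyrR, another regulator of amino acid genes, had 5 and 8 reads at 72 h. The upper bound of lrp in Thiosulfate T72, 1.17-fold, is the largest rise that its counting error allows.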

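Of the 6 measured genes of secreted and surface enzymes, a list the study chose on these samples, 3 rose in Thiosulfate + DOM T72, none fell and 3 did not pass. Thermolabile hemolysin (tlh), a lecithinase, had 33 and 0 reads, at least 13.5-fold higher, and was absent from all other libraries. amyA, the alpha-amylase that breaks down starch and glycogen, rose 3.40-fold (2.16 to 5.49), and lipase (lip) rose 2.54-fold (2.00 to 3.24). Beta-glucosidase (bgl) stood at 1.58-fold (0.990 to 2.56) and alkaline phosphatase (phoA), which frees phosphate from organic matter, at 1.27-fold (0.927 to 1.74). The median log2 ratio was 1.16 (0.97 to 1.41), at percentile 99.2. In Thiosulfate T72 none of 5 passed, with lip at 0.949-fold (0.711 to 1.26), amyA at 0.621-fold (0.313 to 1.20) and phoA at 0.644-fold (0.445 to 0.924). pstS, the phosphate-binding protein that often accompanies phosphatase, rose 2.82-fold (2.29 to 3.48) with DOM. phoA was 2.09-fold with DOM against the 3 unamended libraries summed.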

Flagella-related gene transcription was stimulated in both thiosulfate and the thiosulfate+DOM amended communities (Table S2). However, chemotaxis and quorum sensing were only overexpressed in the latter amendment (Table S2). 

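Among 24 measured flagellar genes 8 rose in Thiosulfate + DOM T72, none fell and 16 did not pass. fliK, which sets the length of the hook, rose 5.88-fold (2.20 to 19.7), flgB, a rod protein, 3.86-fold (2.03 to 7.85), flgA, a chaperone of the basal ring, 2.75-fold (1.14 to 7.32) and flgF, another rod protein, 2.69-fold (1.83 to 4.02). flgK, a hook-filament junction protein, rose 2.33-fold (1.03 to 5.60), a call that ended under 5 of 6 other scalings. fliC, the flagellin of the filament and the most abundant of the list, stood at 1.86-fold (1.69 to 2.05) and flgE, the hook protein, at 1.88-fold (1.37 to 2.60). The median log2 ratio was 0.75 (0.48 to 0.93).
In Thiosulfate T72, 3 of 23 rose, none fell and 20 did not pass. fliK rose 3.98-fold (1.44 to 13.7), flgA 2.62-fold (1.11 to 6.88) and flgB 2.66-fold (1.36 to 5.51), of which the last call ended with TMM, DESeq2 size factors, the Table S2 totals and the total without the 10 most abundant names. fliC stood at 0.893-fold (0.800 to 0.997) and flgE at 0.657-fold (0.436 to 0.981). The median was -0.08 (-0.29 to 0.19), at percentile 61.6, and its sign turns with DESeq2 size factors. The study took this list from these samples. Over Thiosulfate T72 the median with DOM was 0.57 (0.37 to 0.83).

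**Figure D6:**
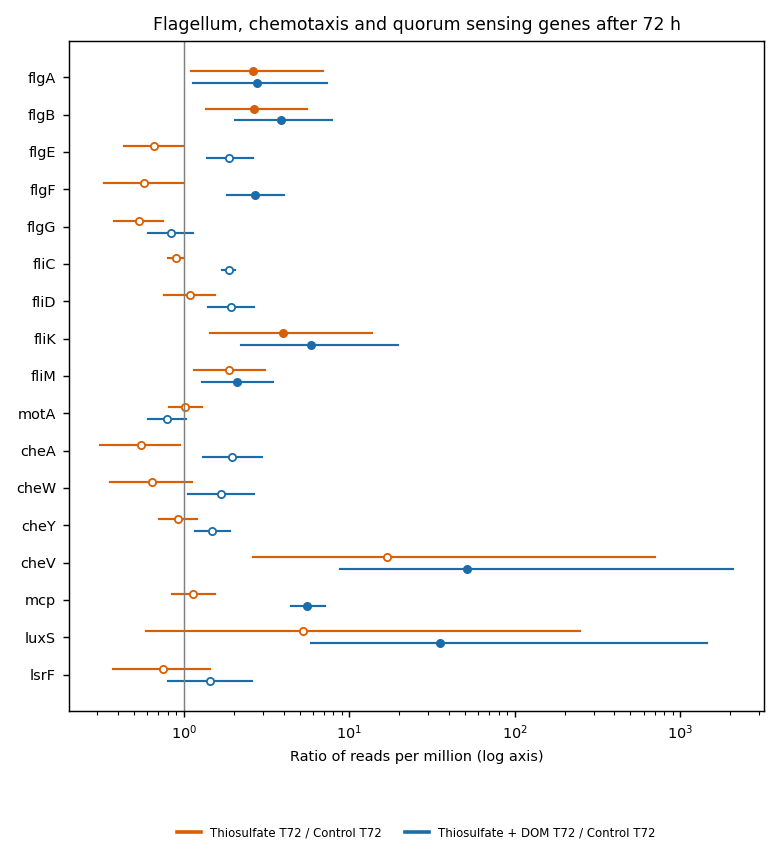
Fold of flagellar, chemotaxis and quorum sensing genes over the control of the same time (dots, log axis, no unit), with the exact 95% counting interval as a horizontal bar, for both amendments at 72 h. Filled dots passed the rule of size and open dots did not, and fliK lies at 5.88 under thiosulfate + DOM and 3.98 under thiosulfate.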

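Of the 5 measured chemotaxis genes, 1 rose in Thiosulfate + DOM T72. cheV, a coupling protein of the chemotaxis receptors, rose 51.4-fold (8.74 to 2079) on 42 and 1 reads. cheA, the sensor kinase, stood at 1.95-fold (1.31 to 2.94), cheW, an adaptor, at 1.67-fold (1.06 to 2.64) and cheY, the regulator that acts on the motor, at 1.48-fold (1.17 to 1.89). Methyl-accepting chemotaxis proteins (mcp), the receptors, which are not on the list, rose 5.58-fold (4.44 to 7.08). The median log2 ratio of the list was 0.74 (0.39 to 1.13), at percentile 93.1.
In Thiosulfate T72 none of 4 passed, with cheA at 0.549-fold (0.312 to 0.941), cheW at 0.641-fold (0.359 to 1.12) and a median of -0.42 (-0.93 to -0.04). cheV had 16 and 1 reads there, 16.8-fold (2.61 to 704), below 20. Set directly against Thiosulfate T72, the list had a median of 1.38 (0.69 to 1.84), with 3 of 5 genes higher, cheA by 3.56-fold (2.17 to 6.05) and cheW by 2.60-fold (1.54 to 4.52). Both lists come from Table S2. Quorum sensing had 1 measured gene in Thiosulfate T72, lsrF of autoinducer processing, at 0.743-fold (0.374 to 1.44), and a median of 2.83 (1.81 to 3.70) over 2 genes with DOM, or 0.51 where 50 reads were asked for. The cheV fold over Control T72 rests on 1 read there and was 22.6 against the 3 unamended libraries summed.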

Flagella encoding transcripts were mainly assigned to Gammaproteobacteria followed by Deltaproteobacteria, Firmicutes and Alphaproteobacteria members (Table S3). 

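luxS, the synthase of the signal molecule autoinducer-2, rose 35.5-fold (5.89 to 1450) in Thiosulfate + DOM T72 on 29 and 1 reads. lsrF, which takes part in breaking down that signal, stood at 1.43-fold (0.798 to 2.57) on 28 and 24 reads. In Thiosulfate T72 luxS had 5 and 1 reads, 5.24-fold (0.587 to 248), below 20. Over Thiosulfate T72 luxS was 6.77-fold (2.59 to 22.4) higher with DOM. It was absent from Control T1, Thiosulfate T1 and the Natural sample and held 8.99 RPM in Thiosulfate + DOM T1. The fold rests on 1 read in Control T72 and was 93.8 against the 3 unamended libraries summed.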

Transcripts of quorum-sensing signal molecule biosynthesis (*luxS*) was 24-fold enriched in the thiosulfate+DOM amended community as compared to the unamended control (Table S2). This suggests that the promotion of bacterial communication based upon autoinducer-2. *luxS* transcripts was associated with Gammaproteobacteria (~82%), Epsilonproteobacteria (13%) and unclassified bacteria (~5%) (Table S3). Glucose was previously shown to promote quorum sensing by the overexpression of autoinducer-2 [3].

The upregulation of genes related to motility, chemotaxis and quorum sensing in the thiosulfate and thiosulfate+DOM amendments indicates an active response of the

members of the community to gradients in these substrates that is possibly facilitated by cell-to-cell communications.

References

1. Walshaw DL, Poole PS. The general L-amino acid permease of *Rhizobium leguminosarum* is an ABC uptake system that also influences efflux of solutes. Mol Microbiol. 1996;21:1239-1252.
2. Ziegler CA, Freddolino PL. The leucine-responsive regulatory proteins/feast-famine regulatory proteins: an ancient and complex class of transcriptional regulators in bacteria and archaea. Crit Rev Biochem Mol Biol. 2021;56:373-400.
3. Cloak OM, Solow BT, Briggs CE, Chen CY, Fratamico PM. Quorum sensing and production of autoinducer-2 in *Campylobacter* spp., *Escherichia coli* O157:H7, and *Salmonella enterica* serovar Typhimurium in foods. Appl Environ Microbiol. 2002;68:4666-4671.

How the deposited data were processed for this re-analysis (not part of the article)

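Metatranscriptomes were measured in 7 libraries of seawater from 2000 m depth in the Labrador Sea Water, 1 per condition. These are the Natural sample and 3 treatments (control, thiosulfate, thiosulfate + DOM) sampled after 1 h and 72 h. The label of each library and the paper give the same treatments and times, except that the labels of thiosulfate + DOM name only glucose where the paper names glucose and acetate.

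The authors made the deposited counts from sequencing reads that were trimmed with Trimmomatic, merged with PEAR and filtered with PRINSEQ lite 0.20.3. That filter removed reads shorter than 100 bp or with a mean quality under 30, reads with ambiguous bases, poly-A or poly-T runs, duplicates and reads of low entropy. rRNA was removed with riboPicker, and the rest was searched with DIAMOND against KEGG GENES (e-value 1e-05, at least 30 amino acids) and classified with KAIJU against the NCBI nr database. The deposited values are raw counts of reads per protein name, as whole numbers without scaling. The sources used here describe both searches, and no step that led to the protein names was found in them.

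Names were first merged over upper and lower case and over words such as putative, predicted or partial at their ends. Genes were then found through 316 fixed name patterns, of which 4 matched no name. The patterns were written after the names in the files were known. A name that could stand for several genes was matched to none, so a gene can lose reads to such names, how many was not tested, and yeeE, korC, sdhC, sdhD and a few others have no pattern. A gene is the sum over the names that its pattern matched, while the random lists are drawn from single merged names. The percentiles are therefore approximate where patterns sum many names.

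The depth of the libraries ran from 700479 to 963121 assigned reads, 1.37-fold from the lowest to the highest. A single read is 1.04 to 1.43 RPM, and the floor of 3 reads is 3.11 to 4.28 RPM. Intervals in the text come from the counts alone and hold no spread between bottles.

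Each amended library was compared with the control of its time and with the other amendment, and Control T1 with the Natural sample and Control T72 with Control T1, which makes 8 comparisons. Comparisons that share a control share its chance deviations. Between unamended libraries, the range of the rule holds the other unamended libraries only, so the rule is looser there. The criteria for a rise or fall, the groups of genes, the random lists (10 bins of abundance, seed 1) and most alternatives were fixed before the data were examined. Values of Table S2 had been seen by then, so its genes and lists are not a blind choice. A z-score of each gene of Table S2 over the 7 libraries used the SD with n - 1, and its median was taken for each of the study's 6 categories. Values were also correlated with those of Table S2 across genes.

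Which genes the text may name was fixed by a rule. It admits every gene of Table S2 or named by the study, every member of the lists fixed here, and the 10 most abundant names. It adds the 12 largest and 12 smallest folds in each comparison at 72 h and the 5 and 5 at 1 h, among names that rose or fell and had at least 50 reads. Many members of lists are given only within the counts and medians of their list, and not by name. The text also names some genes that this rule does not admit, among them prk, glgP, mcp, pssA and gshA, and the rule did not fix their choice.

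Alternatives fixed in advance were scaling with TMM or DESeq2 size factors, leaving ribosomal proteins out of the total, the 3 unamended libraries summed as control, no minimum or a minimum of 50 reads, libraries thinned to the lowest total, and a pseudocount of 0.5 reads. For the size rule alone there were a ratio of 1.5 or 3, an interval of 0.999 coverage and no comparison with the range of unamended libraries. Lists were also taken as the summed reads of their members with 20 reads, and z-scores on a log2 scale or without the Natural sample. Added after seeing the data were names as given, the totals implied by Table S2, informative names only, and a total without the 10 most abundant names.

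The scripts were tested on simulated data with 200 changed names in 10 draws, and libraries without any change were drawn 20 times. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. R 4.3.3 gave the TMM factors with edgeR 4.0.16 and the size factors with DESeq2 1.42.0, neither of which was used for a test.

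Community composition was left out because the counts do not give a taxon for each name. Cell abundances, leucine uptake and other measurements of the paper were not analysed here.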

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

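The tests that picked out these results were chosen only after the list values were seen. One looked for lists fixed here, of genes the paper does not discuss, with a median log2 ratio of at least 1 in size, a percentile of at most 2.5 or at least 97.5, and a larger change than between the unamended libraries. Another looked for lists at opposite ends of the random lists at 1 h and 72 h. Whether a single library lies far from others of its condition could not be asked, because each condition has 1 library.

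The F-type ATP synthase, which makes ATP from the proton gradient, drew attention as a signal in genes the paper does not discuss. Of its 8 genes 5 were higher in Thiosulfate + DOM T72 than in Thiosulfate T72, and the median log2 ratio was 1.05 (0.79 to 1.26). Over Thiosulfate T72 atpE, atpH and atpF stood at 7.14-fold (5.16 to 10.1), 4.38-fold (2.86 to 6.90) and 2.63-fold (2.19 to 3.19). Calls for atpB at 2.06 and atpC at 2.08 ended under TMM, DESeq2 size factors, the Table S2 totals and the total without the 10 most abundant names, and atpA and atpD stood at 1.42 and 1.14. Between unamended libraries the same list had a median of 0.82 for Control T72 over Control T1 and 0.45 for Control T1 over the Natural sample.

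Mixed acid fermentation, by which bacteria turn pyruvate into formate, acetate, lactate and ethanol, drew attention in the same way. Its median log2 ratio was 2.29 (1.44 to 3.32) in Thiosulfate + DOM T72 over Control T72 and 2.12 (1.30 to 3.08) over Thiosulfate T72, with 2 of 3 measured genes higher in each. That median is the value of phosphotransacetylase (pta), which is also on a list from Table S2, so the list is not independent of the paper's genes. Pyruvate formate lyase (pflB) stood at 74.7-fold (12.9 to 2997) over Control T72 on 61 and 1 reads, and at 19.7-fold against the 3 unamended libraries summed. Lactate dehydrogenase (ldh) stood at 1.04, and with the reads of these 3 genes summed the log2 ratio was 0.81. Names of alcohol and acetaldehyde dehydrogenase reached at least 24.1-fold over Thiosulfate T72.

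Photosynthesis genes drew attention because they stood on opposite sides at the times sampled, and as a signal in data the paper does not analyse. In Thiosulfate T1 the median log2 ratio over the control was 0.44 (0.32 to 0.78) with no gene past the rule, and in Thiosulfate T72 it was -1.74. Against the 3 unamended libraries summed the value at 1 h was -0.59. The list itself had -1.61 in Control T1 over the Natural sample. Eukaryote markers drew attention for the same reason. They had a median of 1.05 (0.53 to 1.45) in Thiosulfate + DOM T1 over Thiosulfate T1, which became -0.49 with the reads summed, and -0.86 (-1.17 to -0.31) at 72 h. The difference between the times was not tested for either list, and no explanation was tested.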

How the results depend on the processing

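The tests with the library totals implied by Table S2, with informative names only, without the 10 most abundant names in the total and with names as given were added as alternatives chosen after seeing the data. A list was counted as changed where its interval excluded 0 and its percentile was at most 2.5 or at least 97.5. That definition, too, was set after its values were seen, because by the interval alone 62 of 3332 list values changed sign, 45 of them at 1 h. The 12 lists followed closest were likewise picked after their values were seen. No paired analysis was possible because each condition has 1 library and no bottle or donor links libraries into pairs. Community composition, with and without the 10 most abundant genes, was planned and not run, since the counts do not give a taxon for each name. Among the counts below, 5 are printed to 2 digits in powers of 10. A list without a member of 50 reads gives no value at that minimum.

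Of 248 recounts of the names past the rule, 150 lay within 1.5 times the reported count and 98 did not. Among list medians, 2922 of 3332 stayed inside their interval, 406 moved outside it and 4 reversed. For single genes 14477 of 15774 folds stayed inside and 1297 moved, and for the category z-scores 50 of 78 stayed, 23 moved and 5 reversed. Where the same names could be followed, none that passed the rule passed it in the opposite direction. That check leaves out the setting with names as given, and with the unamended libraries summed it covers 4 of the 8 comparisons. It could hardly have come out otherwise, since a fold of at least 2 would have to become one of at most 0.5. The largest shift of a log2 ratio by scaling was -0.60, and the other criteria keep the direction of a ratio. Only thinned libraries and the summed control could have turned a call. The 12 lists followed closest had the same sign under each setting run for them. For sox genes the median log2 ratio ranged over 1.28 to 2.07 in Thiosulfate T72, 0.52 to 1.22 in Thiosulfate + DOM T72 and -0.94 to -0.42 between the amendments. For dissimilatory sulfite reductase it ranged over 0.95 to 1.53 and 0.23 to 1.01. In Thiosulfate T72 the hydrogenase ranged over 0.28 to 1.50 and the reductive citric acid cycle over 0.16 to 0.45. In Thiosulfate + DOM T72 the ranges were 2.41 to 4.74 for the glucose PTS, 1.95 to 2.38 for glycogen, 0.83 to 1.58 for oxidative stress, 0.70 to 0.83 for the flagellum and 0.65 to 1.12 for chemotaxis.

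Against the 3 unamended libraries summed, 737 names were higher and 667 lower in Thiosulfate T72, and 1490 and 596 in Thiosulfate + DOM T72. In Thiosulfate T1 there were 155 and 603, and 339 were lower in Thiosulfate + DOM T1. The hydrogenase list rose to 1.50 and the reductive cycle to 0.45 in Thiosulfate T72. Reversed lists were chaperones in Thiosulfate + DOM T72 at 0.31, and photosynthesis at -0.59 and archaea at -0.77 in Thiosulfate T1. The cause was not tested, though the sum by construction joins libraries of different times.

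With no minimum of reads more names are tested by construction, and the higher and lower names numbered 636 and 598 in Thiosulfate T72, 2089 and 463 in Thiosulfate + DOM T72, and 2096 and 277 between these. At 1 h they were 261 and 4.0e2 in Thiosulfate T1, 724 and 325 in Thiosulfate + DOM T1, and 599 and 154 between them. For the unamended libraries they were 1029 and 908 for Control T1 over the Natural sample and 2609 and 725 for Control T72 over Control T1. A minimum of 50 reads tests fewer names, and left 64 and 92 in Thiosulfate T72, 342 and 66 in Thiosulfate + DOM T72, and 365 and 35 between these. The 1-h counts at this minimum were 18 and 32 in Thiosulfate T1, 115 and 42 in Thiosulfate + DOM T1, and 89 and 17 between them. Unamended libraries gave 115 and 181 for Control T1 over the Natural sample and 834 and 132 for Control T72 over Control T1. The glucose PTS list of Thiosulfate + DOM T72 then had a median of 4.74, since members under 50 reads drop out.

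A required ratio of 3 is stricter by construction. It left 97 names higher and 156 lower in Thiosulfate T72, 1.3e2 lower in Thiosulfate + DOM T72 and 53 lower in the latter than in the former. At 1 h, 69 stayed lower in Thiosulfate T1, 165 higher in Thiosulfate + DOM T1, and 118 higher and 46 lower between the amendments. Control T1 over the Natural sample gave 1.8e2 and 227, and Control T72 over Control T1 881 and 184. An interval of 0.999 coverage is stricter as well, and left 80 and 135 in Thiosulfate T72, 91 lower in Thiosulfate + DOM T72 and 38 lower between them. Its 1-h counts were 30 and 58 in Thiosulfate T1, 130 higher in Thiosulfate + DOM T1, and 97 and 38 between these. The unamended libraries then gave 176 and 203 for Control T1 over the Natural sample and 962 higher in Control T72 than in Control T1.

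Dropping the range of the unamended libraries is looser by construction. Lower names then numbered 607 in Thiosulfate T72, 505 in Thiosulfate + DOM T72 and 284 between them. At 1 h the higher and lower names were 222 and 324 in Thiosulfate T1, 663 and 270 in Thiosulfate + DOM T1, and 444 and 128 between them. With a ratio of 1.5, 406 names were higher in Thiosulfate + DOM T1 than in Thiosulfate T1. Thinned libraries hold fewer reads, and gave 178 names lower in Thiosulfate T72, with 151 of 275 of the reported ones kept, and 38 lower in Thiosulfate + DOM T1 than in Thiosulfate T1, with 29 of 70 kept. Names as given split spelling variants, with 403 higher in Thiosulfate T72 and 1.6e2 in Thiosulfate T1, for which the cause was not tested.

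The scaling of the libraries moved counts at 1 h and between unamended libraries, and the cause was not tested. With TMM, 133 names were higher in Thiosulfate T1, 222 higher in Thiosulfate + DOM T1, and 141 higher and 110 lower between these. DESeq2 size factors gave 151 higher in Thiosulfate + DOM T1, 127 and 116 between the amendments, and 270 lower in Control T1 than in the Natural sample. The Table S2 totals gave 118 higher in Thiosulfate T1 and 165 higher in Thiosulfate + DOM T1 than in Thiosulfate T1, and totals without the 10 most abundant names 119 and 167. The last setting also raised to 176 the names lower in Thiosulfate + DOM T72 than in Thiosulfate T72. Control T72 over Control T1 gave 839 higher and 494 lower names with TMM, 618 and 592 with DESeq2, 858 and 475 with the Table S2 totals, and 950 and 4.2e2 without the abundant names. At 72 h the counts against Control T72 stayed within 1.5 times the reported ones under all of these scalings.

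With the reads summed over the members of a list that had 20 reads, the median log2 ratio was replaced by 4.58 for the glucose PTS and 0.83 for oxidative stress in Thiosulfate + DOM T72. Eukaryote markers reversed to -0.49 between the amendments at 1 h. A sum is carried by the most abundant members by construction. On the log2 scale the median z-score of glucose and acetate metabolism reversed to 0.14 in Thiosulfate + DOM T1, 0.050 in Control T72 and 0.091 in Thiosulfate T72. Energy reserve and utilization reversed to 0.037 and nitrogen and phosphorus metabolism to 0.041 in Thiosulfate + DOM T1. Stress and virulence in Thiosulfate + DOM T72 moved to 1.76 on this scale and to 1.80 without the Natural sample. The cause of these shifts was not tested.

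Depth, the required fold and the range of the unamended libraries all limit what the rule can find. A simulated 2-fold change lies on the required fold itself, so part of such changes are missed at any depth. In simulated libraries of the depth of Thiosulfate T72 and Control T72, 36.5% of 2-fold rises and 49.1% of 2-fold falls were recovered, and 98.8% and 71.2% of 4-fold changes. For Thiosulfate + DOM T72 the values were 43.2% and 37.6%, and 100% and 67.9%. At 8-fold, rises reached 100% in both and falls 67.9% and 76.1%. Of the names without a simulated change, 1.91% and 1.85% passed, from counting error alone, since the simulation holds no spread between bottles. Without that spread, the range of the unamended libraries excludes less in the simulation than in the measured libraries. The recovered shares can therefore be too high. In the measured libraries, dropping the range requirement moved the names in Thiosulfate T72 from 212 to 233 higher and from 275 to 607 lower.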

Differences from the paper's values

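The tests with the Table S2 totals, with informative names only and without the 10 most abundant names in the total were chosen only after the values were seen. Set before the data were examined were TMM, DESeq2 size factors, ribosomal proteins left out, the 3 unamended libraries summed, no minimum, a minimum of 50 reads, thinned libraries and a pseudocount of 0.5. A fold here is compared with the fold of the same libraries in Table S2, or with one printed in the text, and both are ratios of RPM. The annotations differ, with KEGG identifiers in the paper and protein names here. A pair of values is taken to differ where the paper's value lies outside the counting interval and one is more than 1.5 times the other. Where an alternative is named as closing a difference, the others set before the data were examined do not close it. With the 3 unamended libraries summed, the fold here has another control than the paper's fold. A difference that closes there is therefore not explained by it. By this measure the folds over the control of the same time differ for 9 of 98 genes in Thiosulfate T72, 19 of 108 genes in Thiosulfate + DOM T72, 8 of 80 genes in Thiosulfate T1 and 14 of 86 genes in Thiosulfate + DOM T1, of which 4, 7, 3 and 8 lie on the other side of 1.

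In Thiosulfate T72 the fold was 3.89 for soxB against the paper's 1.54, 6.82 for soxC against the paper's 2.13 and 1.33 for cysN against the paper's 0.716. Further folds were 0.740 for actP against the paper's 1.38 and 0.657 for flgE against the paper's 2.51. No alternative that was run closed these. For hyaB, at 1.18 against the paper's 3.65, the difference closed with the 3 unamended libraries summed. For nmpC, at 2.10 against the paper's 1.19, the difference ended with thinned libraries. For glgA, at 0.262 against the paper's 0.694, the difference closed under TMM, DESeq2 size factors, the 3 unamended libraries summed and thinned libraries, and also with the Table S2 totals and the total without the 10 most abundant names, chosen after seeing the values. For amyA, at 0.621 against the paper's 1.25, the difference closed with TMM, DESeq2 size factors and the 3 unamended libraries summed, and also with the Table S2 totals and the total without the 10 most abundant names, chosen after seeing the values. The paper sets no threshold for calling a gene, so no called item is dropped by an added alternative here or below.

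In Thiosulfate + DOM T72 the fold was 4.20 for soxB against the paper's 1.26, 0.989 for cysI against the paper's 2.27 and 1.22 for hyaA against the paper's 0.735. Further folds were 5.61 for ppc against the paper's 3.47, 8.32 for malK against the paper's 2.19 and 9.84 for nmpC against the paper's 3.24. Others stood at 0.735 for actP against the paper's 1.24, 5.16 for aapJ against the paper's 1.14 and 1.71 for arcA against the paper's 0.806. Next came 3.40 for amyA against the paper's 1.40, 1.88 for flgE against the paper's 1.08, 2.69 for flgF against the paper's 1.66 and 51.4 for cheV against the paper's 6.25. None of the alternatives run brings these closer than the stated bounds. For hyaB, at 0.612 against the paper's 1.61, the difference closed under the 3 unamended libraries summed and thinned libraries. For ppc, at 5.61 against the paper's 3.5 in its text, tolC, at 2.45 against the paper's 4.14, actP, at 0.735 against the paper's 1.2 in its text and plsC, at 2.89 against the paper's 1.11, the difference closed with thinned libraries. For glpK, at 0.877 against the paper's 1.44, the difference ended with the 3 unamended libraries summed. For glgC, at 6.12 against the paper's 3.83, the difference closed under thinned libraries, and also with informative names only, chosen after seeing the values. For motA, at 0.789 against the paper's 1.19, the difference closed with TMM, DESeq2 size factors, ribosomal proteins left out, the 3 unamended libraries summed and thinned libraries, and also with the Table S2 totals, chosen after seeing the values.

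In Thiosulfate T1 the fold was 0.364 for cysD against the paper's 0.731, 0.416 for ppk against the paper's 0.977, 0.588 for rpoS against the paper's 1.11 and 0.242 for flgK against the paper's 1.39. These stayed apart under each alternative that was run. For SCD, at 2.91 against the paper's 1.47 and lip, at 1.11 against the paper's 0.699, the difference closed under DESeq2 size factors, the 3 unamended libraries summed and thinned libraries. For gltD, at 1.86 against the paper's 1.08, the difference closed with the 3 unamended libraries summed. For cheY, at 0.976 against the paper's 0.646, the difference ended with DESeq2 size factors and the 3 unamended libraries summed.

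In Thiosulfate + DOM T1 the fold was 1.53 for nmpC against the paper's 0.407, 0.884 for ahpC against the paper's 1.81 and 1.57 for cheW against the paper's 0.563. Each of these differed under every alternative that was run. For sulP, at 2.46 against the paper's 1.28, the difference closed under TMM, DESeq2 size factors and the 3 unamended libraries summed, and also with the Table S2 totals and the total without the 10 most abundant names, chosen after seeing the values. For korB, at 2.21 against the paper's 1.45, the difference closed with TMM, DESeq2 size factors and the 3 unamended libraries summed, and also with the Table S2 totals, informative names only and the total without the 10 most abundant names, chosen after seeing the values. For ppc, at 1.92 against the paper's 1.05, the difference ended with TMM and DESeq2 size factors, and also with the Table S2 totals and the total without the 10 most abundant names, chosen after seeing the values. For ackA, at 3.04 against the paper's 1.23, the difference closed under TMM, DESeq2 size factors, the 3 unamended libraries summed and thinned libraries, and also with the Table S2 totals and the total without the 10 most abundant names, chosen after seeing the values. For SCD, at 3.58 against the paper's 1.40, the difference closed with DESeq2 size factors, the 3 unamended libraries summed and thinned libraries. For lip, at 1.71 against the paper's 0.991, the difference ended with TMM, DESeq2 size factors and the 3 unamended libraries summed, and also with the Table S2 totals, chosen after seeing the values. For pstS, at 2.24 against the paper's 0.929 and flgE, at 2.76 against the paper's 0.773, the difference closed under the 3 unamended libraries summed. For amyA, at 3.15 against the paper's 1.27, the difference closed with DESeq2 size factors and thinned libraries. For flgA, at 2.68 against the paper's 0.825, the difference ended with TMM and DESeq2 size factors. For cheY, at 1.72 against the paper's 0.917, the difference closed under DESeq2 size factors.

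The statements below say that genes rose or fell, and here some of these genes did not pass the rule or stood on the other side of 1. The paper states that transcripts of both hydrogenase subunits increased with thiosulfate, whereas hyaA stood at 1.27-fold (0.881 to 1.84), and hyaB has an interval that includes 1. Against the 3 unamended libraries summed hyaA reached 3.03 and hyaB 2.62. For the reductive citric acid cycle it reports stimulation by thiosulfate, and acl rose 2.95-fold while korA, korB and frd stood at 1.16, 0.949 and 1.10 and passed under no scaling. The paper states that Calvin cycle genes were not upregulated by thiosulfate, and rbcL and rbcS, on its list, did not rise, while prk, not on its list, rose 2.02-fold. Cardiolipin synthase is reported as upregulated by thiosulfate, where cls had 1 read in Thiosulfate T72 and 1 in Control T72.

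Phospholipid synthesis is stated to be stimulated by both amendments. In Thiosulfate T72 0 of 4 measured genes of its list rose, with a median log2 ratio of 0.38. For flagellar genes a stimulation by thiosulfate is stated, and 3 of 23 rose in Thiosulfate T72 with a median of -0.08, which turns positive with another scaling. The paper has the glucose PTS down with thiosulfate, while ptsG stood at 1.98-fold (0.835 to 5.04), above 1 as in the paper's own Table S2, and crr had 0 and 7 reads. Glutathione synthesis is given as higher with thiosulfate, where gshB stood at 1.38, with an interval that holds the paper's 1.5, and gshA at 0.781. The regulator lrp is said to rise with thiosulfate and stood at 0.150-fold (0.00332 to 1.17) on 1 and 7 reads, too few for the rule. Sulfur-containing amino acid synthesis is said to be promoted by sulfur oxidation, while cysK stood at 1.05 in Thiosulfate T72.

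With thiosulfate + DOM, acetate permease actP is stated as upregulated and stood below 1, at 0.735, while the acetate kinase ackA rose 9.24-fold. The paper reports both dsr subunits as upregulated, where dsrB rose 2.57-fold and dsrA stood at 1.17. Alkaline phosphatase phoA and beta-glucosidase bgl are among the enzymes stated as upregulated and stood at 1.27 and 1.58. Against the 3 unamended libraries summed phoA was 2.09. Chemotaxis is given as overexpressed, with 1 of 5 measured genes past the rule, and cheA at 1.95 and cheW at 1.67 pass once a ratio of 1.5 is enough, cheA also with DESeq2 size factors and with the Table S2 totals, chosen after seeing the values. The stress sigma factor rpoS is stated as upregulated, and its 2.63-fold value over Control T72 passed only without the requirement to lie above all unamended libraries, since rpoS stood at 169 RPM in the Natural sample and 145 in Thiosulfate + DOM T72.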

Other observations

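Transcript levels also differed between libraries without any amendment, where a call asks for a value beyond the other unamended libraries only. Of the 32 bacterial ribosomal proteins 21 were higher in Control T72 than in Control T1, none was lower, and their median log2 ratio was 1.13 (1.06 to 1.22). Of 8 chaperones 7 were higher, with a median of 1.19 (1.10 to 1.32), among them grpE at 3.81-fold and the abundant groES at 2.71. The archaeal RNA polymerase subunits rpoA1 and rpoA2 were 22.7-fold and 71.5-fold higher, on 436 and 14 reads and on 98 and 1 reads. The rpoA2 fold thus rests on 1 read in Control T1, where the Natural sample had 12. All 7 eukaryote markers were lower, with a median of -1.82 (-2.03 to -1.74), and so were the methanol dehydrogenase genes xoxF and mxaF, with -1.64 (-2.24 to -1.12). Every log2 ratio of this comparison would shift by -0.41 with TMM, -0.60 with DESeq2 size factors, -0.39 with the Table S2 totals and -0.32 without the 10 most abundant names, which leaves the signs given here but ends many calls of ribosomal proteins and chaperones. With DESeq2 size factors 4 ribosomal proteins and 1 chaperone were higher, grpE among them and groES not, and with TMM 8 and 2. The calls of rpoA1, rpoA2, xoxF, mxaF and the eukaryote markers held under all 6 other scalings. The names tested were 4953, with 1551 higher and 281 lower, against 39.8 and 36.2 in simulated libraries without change, and 86 of 243 measured genes were higher and 10 lower, of which 20 and 10 held under each of the scalings.

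From the Natural sample to Control T1, ammonia oxidation genes stood lower, with amoB and amoC past the rule at 0.285-fold and 0.437-fold and a list median of -1.64 (-1.90 to -1.31), where the call of amoC ends with DESeq2 size factors. Photosynthesis genes were lower too, 4 of 6 past the rule and 2 with DESeq2 size factors, and eukaryote markers had a median of 0.83 (0.69 to 1.01). Of 4232 names 295 were higher and 478 lower, where simulated libraries gave 38.5 and 42.9. These ratios would shift by 0.12 with TMM and 0.24 with DESeq2 size factors. Of the genes measured, 5 of 230 were higher and 25 lower, and 5 and 11 held under all other scalings.

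Within 1 h of thiosulfate, among names with at least 50 reads, the largest named changes were in single names. A transglutaminase domain protein stood at 10.7-fold and an adhesin at 6.98-fold over Control T1. Mitochondrial cytochrome oxidase, at 0.0687-fold, and neuronal calcium sensor 2, at 0.0713-fold, both eukaryote names, were among the smallest, with LSU ribosomal protein L13p at 0.116-fold. After 1 h with DOM, histone H3c was at least 16.8-fold higher and asparagine synthetase B stood at 13.6-fold, while muscle myosin heavy chain was at least 27.5-fold lower and S9e ribosomal protein at least 22.9-fold. Myosin regulatory light chain 2 was at least 22.4-fold lower. Between the amendments at 1 h histone H3.3 stood at 68.2-fold and beta-actin at 0.207-fold. Of names past the rule at 1 h, both amendments shared 27 higher and 28 lower, and 1 moved in opposite directions. Independent calls would share at most 6.84 and 4.60, a bound that also counts calls on names not tested in both. Simulations that share the control gave 4.50 and 5.35.

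Between the amendments at 72 h, the name for the glucose-specific PTS component IIBC stood at 294-fold (100.3 to 1429.9) in Thiosulfate + DOM T72 over Thiosulfate T72. Cyclic AMP receptor protein, a regulator of carbon use, was at least 23.0-fold higher, and the urea transport component UrtA at least 23.7-fold. Among names with at least 50 reads, the smallest folds held beta-actin at 0.212. Over Control T72, the same library had arginine kinase at 0.0972-fold and a PSII q(b) name among the 12 smallest so ranked.

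Lists fixed here that belong to no statement of the paper had these median log2 ratios over Control T72, first with thiosulfate and then with DOM. Entner-Doudoroff and pentose phosphate genes had -0.43 and 0.64 (0.13 to 0.78), with none of 7 past the rule. The oxidative citric acid cycle had -0.16 and 0.34 (0.27 to 0.54), where sucC rose in a call that ends when only informative names make the total. For the glyoxylate shunt the values were -0.12 and 0.05, for ammonia oxidation -0.17 and 0.05, for ammonium uptake 0.03 and 0.05, and for aerobic carbon monoxide dehydrogenase -0.03 and 0.05, and the sign of the latter value of each turns with scaling, as do the former ones of the glyoxylate shunt and carbon monoxide dehydrogenase. Nitrite oxidation or nitrate reduction had -0.16 and -0.62 (-0.77 to -0.47), denitrification, with nirK alone, 0.29 and -0.32, and methanol dehydrogenase 0.36 and -0.22.

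RNA polymerase and elongation factors stood at 0.01 and -0.05, cell division in Thiosulfate + DOM T72 at -0.07, and branched-chain amino acid and TRAP transport at -0.16 and -0.06, where each value with DOM changes sign with scaling. Ribosomal proteins had 0.18 (0.13 to 0.22) with DOM, above most random lists at percentile 99.7, though none of the 32 passed, and chaperones -0.35 (-0.38 to -0.27). Among terminal oxidases, at 0.10 with DOM, ccoN and ccoP of the cbb3 type rose 2.82-fold and 6.43-fold. TonB-dependent uptake had 0.20 and -0.12, cold shock 0.00 and 0.09, the former changing sign with scaling, and rhodopsin -0.37 and -0.45. Type VI secretion had 0.30 and 1.11, the latter through impC alone, a call that ends under all scalings tried but the one without ribosomal proteins. Chitinase and polyhydroxybutyrate had -0.53 and 0.99, and chiA rose 4.08-fold with DOM. Archaeal markers had -0.52 (-0.76 to -0.32) and -0.02, the latter changing sign with scaling. Sulfate import had 1 member measured, at 0.07 with thiosulfate, and other sulfur oxidation had no member with 20 reads.

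Of the lists from Table S2, chosen by the study on these samples, some had values that belong to no statement. With thiosulfate at 72 h the glucose PTS had 0.59, outer membrane channels 0.66, glucokinase and hexR 0.32 and quorum sensing -0.43. Fatty acid synthesis and secreted enzymes had -0.12 and -0.12, whose signs turn with scaling, and glucose and maltose ABC transport had no member with 20 reads. With DOM the hydrogenase list had -0.21, and cysteine synthesis 1.53 from 1 member. The PKD domain protein names, 2 of the 10 most abundant, stood at 68617 and 53799 RPM in Control T1 and 24358 and 18374 in Control T72. Hypothetical protein alone took 27.5% of all reads, and the 10 also hold names of the ammonium transporter and of the sodium:solute symporter.

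3 patterns were weighed. The tests on growth, on scaling, on chance in the shared control and on a high Control T72 were chosen only after the result was seen, though TMM, DESeq2 size factors and the total without ribosomal proteins were planned settings. Leaving out the 10 most abundant names was likewise added after seeing the data, with its bound set before its value was known, and only the test on library depth was both planned and bounded in advance. In Thiosulfate + DOM T72 870 names were higher than in Control T72. Scaling between libraries as the whole cause is argued against by the 816 names still higher under the least favourable of 6 other scalings. Growth of organisms whose proteins carry their own names would raise their ribosomal proteins too, and 10.4% of ribosomal protein names passed (6.41% to 16.5%), against 16.5% of the other informative names. Growth and regulation cannot be told apart here, since ribosomal names are shared by many organisms. An effect of DOM itself and one of the single bottle stay open as untested.

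In Control T72 1551 names were higher than in Control T1. Abundant names setting the total are argued against as the whole cause, as 950 of them stayed higher without the 10 most abundant, and depth likewise, as thinned libraries gave 1302 higher names and kept 1221 of the 1551. Scaling and a change of many names at once cannot be told apart, because 618 were higher under DESeq2 size factors, which assume that most names do not change. Time in the bottle is confounded with the single library and was not tested.

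At 72 h 73 names were lower in both amendments than in Control T72. Counting chance in the shared control is argued against by the 3.55 such names in simulated libraries. Of the 73, 49.3% (38.2% to 60.5%) were at most 0.5 of both Control T1 and the Natural sample in both amendments, 44 of Control T1 and 51 of the Natural sample, and 9 had Control T72 at least 2-fold over both. A high value in the Control T72 library alone and a fall in both amendments cannot be told apart, since there is no other control at 72 h. No biological explanation was tested.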
